# Mitochondrial Plasticity Promotes Resistance to Sorafenib and Vulnerability to STAT3 Inhibition in Human Hepatocellular Carcinoma

**DOI:** 10.3390/cancers13236029

**Published:** 2021-11-30

**Authors:** Shusil K. Pandit, Giada Sandrini, Jessica Merulla, Valentina Nobili, Xin Wang, Alessia Zangari, Andrea Rinaldi, Dheeraj Shinde, Giuseppina M. Carbone, Carlo V. Catapano

**Keywords:** liver cancer, hepatocellular carcinoma, sorafenib, tyrosine kinase inhibitors, drug resistance, mitochondria, mitochondrial protein translation, mitochondrial ribosomal proteins, STAT3, OPB-111077

## Abstract

**Simple Summary:**

Enhanced expression of mitochondrial ribosomal proteins and marked reprogramming of the mitochondrial network are associated with sorafenib resistance in human cell lines and hepatocarcinoma patients, providing novel actionable targets for increasing therapeutic efficacy.

**Abstract:**

The multi-kinase inhibitor sorafenib is a primary treatment modality for advanced-stage hepatocellular carcinoma (HCC). However, the therapeutic benefits are short-lived due to innate and acquired resistance. Here, we examined how HCC cells respond to sorafenib and adapt to continuous and prolonged exposure to the drug. Sorafenib-adapted HCC cells show a profound reprogramming of mitochondria function and marked activation of genes required for mitochondrial protein translation and biogenesis. Mitochondrial ribosomal proteins and components of translation and import machinery are increased in sorafenib-resistant cells and sorafenib-refractory HCC patients show similar alterations. Sorafenib-adapted cells also exhibited increased serine 727 phosphorylated (pSer727) STAT3, the prevalent form in mitochondria, suggesting that STAT3 might be an actionable target to counteract resistance. Consistently, a small-molecule STAT3 inhibitor reduces pSer727, reverts mitochondrial alterations, and enhances the response to sorafenib in resistant cells. These results sustain the importance of mitochondria plasticity in response to sorafenib and identify a clinically actionable strategy for improving the treatment efficacy in HCC patients.

## 1. Introduction

Hepatocellular carcinoma (HCC) is the sixth most common cancer and the second leading cause of cancer deaths worldwide [1]. HCC pathogenesis involves sustained inflammation and multiple genetic and epigenetic alterations that account for the high degree of molecular and phenotypic heterogeneity [2]. Advanced-stage HCC patients with extensive liver involvement and extrahepatic dissemination receive systemic therapies [2]. In the last decade, the primary drug for advanced-stage HCC has been the tyrosine kinase inhibitor (TKI) sorafenib [3]. However, the clinical benefits are modest, with a median overall survival (OS) increase of only three months [4]. Other TKIs such as regorafenib, lenvatinib, and cabozantinib have also shown efficacy [3]. Immune checkpoint inhibitors have promising activity in HCC, but no clear advantage in OS over standard treatment has been seen thus far in randomized studies [5]. Lately, combined immune checkpoint inhibition and VEGF blockade with atezolizumab and bevacizumab have significantly improved OS in advanced HCC [6]. However, despite these recent successes, many promising drugs have failed to demonstrate durable therapeutic responses and significant survival advantages in the clinic [3]. Thus, new approaches are required including novel combinatorial strategies and biomarkers to select potentially responsive patients. In this context, a greater understanding of the biological mechanisms underlying the short duration of responses and the almost inevitable emergence of resistance to TKI treatment in HCC patients could be highly relevant.

Sorafenib inhibits multiple kinases including RAF, vascular endothelial growth factor receptor (VEGFR), platelet-derived growth factor receptor (PDGFR), and KIT [3,7]. It blocks tumor cell proliferation, survival, and angiogenesis, thus interfering with critical processes in hepatocarcinogenesis [3,7]. Despite the tremendous therapeutic potential, most HCCs are either innately refractory or acquire resistance to sorafenib, leading to rapid disease progression [8]. At the cellular level, the emergence of resistance may imply the activation of compensatory signaling pathways and phenotypic transitions with the acquisition of mesenchymal and stem cell-like features that enhance the survival and resilience of cancer cells [9,10,11]. However, the clinical relevance of these mechanisms is unclear, and strategies to identify and overcome innate and acquired resistance remain elusive [8].

The emergence of a resistant phenotype involves complex rewiring of epigenetic, transcriptional, and cellular signaling pathways that, in an adaptive process, reprogram tumor cells to cope with treatment-induced stress [12,13,14]. Metabolic changes are also essential for tumorigenesis, as cancer cells can rapidly adapt to face metabolic stress [15]. Reprogramming of cell metabolism and increased reliance on mitochondrial activity are vital features in the transition states, leading to mesenchymal and cancer stem cell properties [16,17,18]. Indeed, enhanced mitochondrial oxidative phosphorylation (OXPHOS) marks tumor subtypes with reduced response to treatment [19,20,21], and targeting mitochondrial processes is a promising strategy to prevent treatment resistance with several compounds already in clinical trials [22,23].

Signal transducer and activator of transcription 3 (STAT3) is a crucial transcription factor (TF) in multiple oncogenic pathways and has an essential role in HCC pathogenesis [24,25]. Interestingly, activation of STAT3 has emerged as a mechanism of resistance to multiple TKIs in various cancer models and inhibiting STAT3 increases treatment efficacy [26]. Signaling through the IL-6/JAK pathway induces phosphorylation of STAT3 at tyrosine 705 (Tyr705), leading to nuclear translocation and transcriptional activation of STAT3 target genes [25]. Conversely, phosphorylation at serine 727 (Ser727) by protein serine kinases enhances mitochondrial translocation, which is essential for carcinogenesis due to its role in promoting a metabolic switch and protecting against metabolic stress [25,27,28]. However, presently, there is limited evidence connecting mitochondrial STAT3 to resistance to anticancer drugs.

In this study, we sought to define the mechanisms that contribute to sorafenib resistance in HCC. We exposed human HCC cells to sorafenib in bulk cell cultures and clonal growth conditions to derive a clinically relevant model. Surviving HCC cells adapted to the prolonged drug exposure and reduced their sensitivity to sorafenib. Here, we describe the underpinnings of this adaptive response, which involves broad transcriptional changes, profound reprogramming of the mitochondrial network, and non-canonical activation of STAT3 by Ser727 phosphorylation. Our data reveal the impact of mitochondrial plasticity in sorafenib resistance and point to clinically relevant options for detecting potentially responsive patients and improving the treatment of HCC.

## 2. Materials and Methods

### 2.1. Cell Lines

Huh7, HepG2, SNU-387, and SNU-423 cell lines were purchased from ATCC and JCRB and maintained in DMEM (Gibco) supplemented with 10% FBS. Sorafenib-resistant Huh7 cells were generated by treatment with increasing concentrations of sorafenib and kept in the presence of sorafenib (5 µM) for up to 6–9 months. Huh7 cells with inducible knockdown of STAT3 (I-shSTAT3 Sorafenib-R) were generated by transduction with IPTG-inducible lentiviral shRNA (I-shSTAT3) (Sigma, Darmstadt, Germany) followed by the selection of transduced cells in the presence of 5 µg/mL puromycin for ten days. GRIM19 (NDUFA13) was knocked down by transducing cells with lentiviral shRNA (Sigma), followed by selection with puromycin for ten days. OPB-111077 was a gift from Otsuka Pharmaceuticals. Sources of all other reagents are indicated in the Supplementary Materials.

### 2.2. Gene Expression Profiling

Total RNA was isolated using the RNeasy Kit (Qiagen). RNA samples were processed using the Illumina HumanHT-12 v4 BeadChip Kit, and microarrays were scanned on an Illumina HiScan SQ system. Data were extracted using Illumina GenomeStudio software, imported in Genomics Suite 6.4 (Partek Incorporated, Saint Louis, MO, USA), and quantile normalized. Differential expression analysis of transcripts was conducted by analysis of variance (ANOVA). Functional annotation analysis of upregulated and downregulated transcripts was performed with Enrichr using the available tools under the Transcription, Pathways, Ontologies, and Disease/Drugs paths [29]. Specific gene sets were downloaded from MSigDB (http://www.broadinstitute.com, accession date: 19 June 2020).

Detailed materials and methods are available in the Supplementary Materials.

## 3. Results

### 3.1. Adaptation of HCC Cells to Chronic Exposure to Sorafenib

We examined the effects of sorafenib in a panel of human HCC cell lines. Sorafenib reduced the growth of SNU-387, SNU-423, HepG2, and Huh7 cells in cell proliferation and clonogenic assays, with Huh7 cells showing slightly higher sensitivity (Supplementary Figure S1A,B). To investigate the mechanism of adaptive resistance to the drug, we continuously exposed bulk cultures of HCC cells to cytotoxic concentrations (5–10 μM) of sorafenib. After an initial phase of growth arrest, HCC cells adapted and started to grow again within 3–5 weeks despite the continuous addition of the drug. After 3–6 months, continuously treated Huh7 cells exhibited significantly reduced sensitivity to sorafenib with IC_50_ values increasing from 2.8 to 11.7 μM (*p*-value ≤ 0.005) compared to parental Huh7 cells (Figure 1A). We observed this phenomenon in multiple independent experiments using the same protocol, generating various sublines that grew undisturbed in the presence of sorafenib.

Prolonged exposure of Huh7 cells to sorafenib in clonal growth conditions led similarly to the rapid emergence of sorafenib-resistant clones (Figure 1B and Supplementary Figure S2A). After three weeks, cells derived from the surviving clones were highly resistant to concentrations of sorafenib that suppressed the growth of parental Huh7 cells. The phenomenon was highly consistent, suggesting that this model could provide valid information on the adaptation mechanisms after prolonged exposure to the drug. Sorafenib-resistant cells grew slightly slower than parental Huh7 cells in adherent cell cultures (Supplementary Figure S2B). However, resistant and parental Huh7 cells had similar tumor-sphere forming ability in 3D cultures, indicating that they retained stemness and tumor-initiating capability (Supplementary Figure S2C). Moreover, there was no difference in the capacity of parental and resistant cells to grow as subcutaneous tumor xenografts in nude mice (Supplementary Figure S2D).

### 3.2. Deregulation of Mitochondrial Protein Translation and Import in Sorafenib-Adapted Huh7 Cells

To obtain insights into the biological processes underlying the acquisition of sorafenib resistance, we examined the transcriptome of parental and sorafenib-resistant Huh7 cells. 

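RNA from parental Huh7 cells, a human hepatocellular carcinoma line, and from a Huh7 subline kept in sorafenib, an inhibitor of RAF and receptor tyrosine kinases, was hybridised to Illumina HumanHT-12 v4 beadchips, with 3 arrays per group. The methods give 5 µM sorafenib for up to 6 to 9 months for the resistant cells. Each array gave a signal for 47231 probes, on a linear scale and not normalized. The median signal per array was 130 to 132 on the arrays labelled parental and 139 to 150 on those labelled sorafenib-resistant, and 20676 to 22516 against 21889 to 24235 probes lay above the array's own background. The authors extracted these signals with GenomeStudio and then quantile normalized them in Partek Genomics Suite. Here the deposited signals were quantile normalized over the 6 arrays on the log2 scale, with no background subtraction. The 22451 probes above background on at least 3 of the 6 arrays were kept, and the brightest kept probe stood for each of 12372 genes. Groups were compared with limma, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Every direction given here and beside the later conclusions is that of the deposited labels, and it runs opposite to the study lists. AKR1C2, for example, had a log2 fold change of 4.83 (standard error 0.069, limma adjusted p = 3.78e-14) on the arrays labelled sorafenib-resistant against those labelled parental, while Supplementary dataset S2 lists it as downregulated. Of the 2016 probes in Supplementary datasets S1 and S2, 2016 had the opposite sign, with a Pearson correlation of -0.9999 and a Spearman correlation of -0.999 across probes, which are not independent replicates. The labels name both groups plainly, and nothing in the arrays settles whether the labels or the direction of the lists is turned. If the labels were exchanged, every sign below would turn and every size and p would stay. The paper's western blots found more STAT3 and GRIM19 protein in the resistant cells, NDUFAF1, SDHA and COX5B recovered or increased, and GAPDH, PKM2 and LDHA slightly reduced or unchanged, which does not settle it either. Normalization weighs on the counts. With array medians aligned in place of quantiles, the median gene shifted by 0.11 on the log2 scale and 83.0% of the called genes were higher, and without normalization these values were 0.26 and 94.2%, against 51.0% after quantile normalization. Neither the labels nor the methods in the main text say that the 3 arrays of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical.

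**Figure D1:**
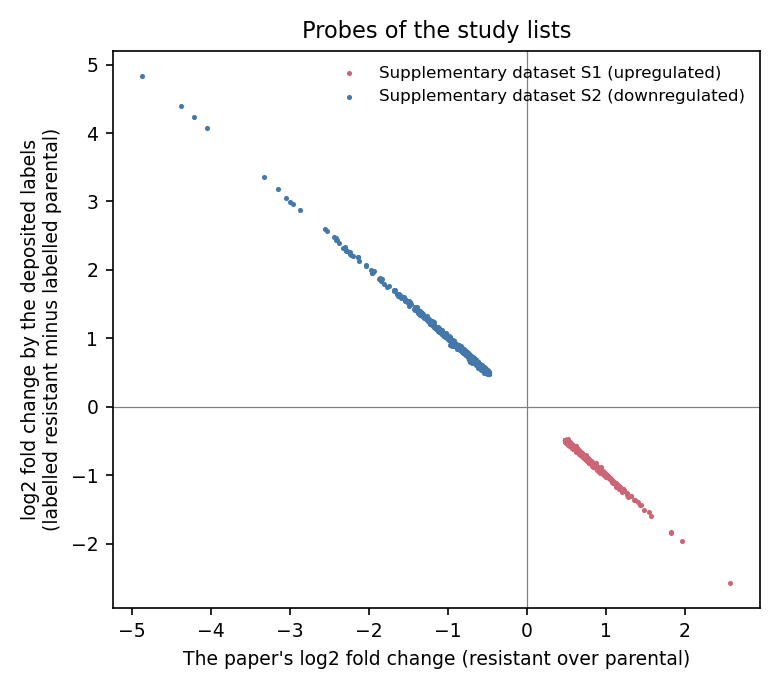
Log2 fold changes of the 2016 probes in Supplementary datasets S1 and S2. The horizontal axis is the paper's log2 fold change, resistant over parental, and the vertical axis the log2 difference between the means of the 3 arrays labelled sorafenib-resistant and the 3 labelled parental, after quantile normalization. Each point is a probe, red for dataset S1 and blue for dataset S2. All 982 probes of dataset S1 lie below 0 and all 1034 of dataset S2 above 0 on the vertical axis.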

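On the arrays labelled sorafenib-resistant, the largest rises by log2 fold change were in 3 aldo-keto reductases, AKR1C2, AKR1C3 and AKR1C4, which reduce steroids and reactive carbonyls. AKR1C3 averaged 11.77 ± 0.063 on the log2 scale (SD, n = 3 arrays) against 7.38 ± 0.13 on the arrays labelled parental, a 21.1-fold difference (log2 fold change 4.40, limma adjusted p = 4.18e-13), and AKR1C4 had a log2 fold change of 4.23. These genes are close paralogs, so their probes are not independent of each other. Among other single genes, the proteoglycan versican (VCAN) had a log2 fold change of 4.08, vimentin (VIM) of 3.05, S100A4 of 2.99 and S100A6 of 2.96. The glucuronosyltransferase UGT2A3 was not above background on any array labelled parental and was at least 9.08-fold higher on the others. Leaving out any 1 of the arrays labelled sorafenib-resistant drops this probe from the filter, and a dim probe of the gene in its place gave a log2 fold change of 0.23 to 0.29. The annexin ANXA1, not above background on the arrays labelled parental, was at least 5.63-fold higher, and drops from the filter in the same way. APOD (2.57), CEACAM6 (2.48) and MFGE8 (2.44) were also higher by log2 fold change. The largest fall on the arrays labelled sorafenib-resistant was in SLC51A, a subunit of the bile acid exporter OST (log2 fold change -2.57, standard error 0.073, limma adjusted p = 3.25e-11). BEX1 (-1.95), the pyruvate dehydrogenase kinase PDK3 (-1.94), THBS4 (-1.85), the chemokine CCL20 (-1.83), DUSP26 (-1.51), the sulfotransferase SULT2A1 (-1.44), the repair enzyme MGMT (-1.37), HOXD1 (-1.36) and the transporter SLC7A9 (-1.32) were also lower by log2 fold change. By limma, 2552 genes were higher and 2453 lower on the arrays labelled sorafenib-resistant, out of 12372. All 3 arrays of one group lay on one side of the other 3 for 6190 genes (50.0%), where chance gives 10%. At an unadjusted p of at most 0.05 in the methods' 2-group comparison and a fold change of at least 1.4, 1176 probes (911 gene symbols) were higher and 1010 (763 symbols) lower, and 1083 and 811 probes after Benjamini-Hochberg adjustment. Median scaling changed the gene symbols to 1885 higher and 272 lower at that threshold. For 44 of the 3275 genes with more than 1 kept probe, probes were called in both directions.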

There were about 900 genes (*p*-value ≤ 0.05) upregulated and downregulated in resistant cells (Figure 1C; Supplementary dataset S1 and S2). 

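On the arrays labelled sorafenib-resistant, many genes of the mitochondrial ribosome and of ribosome assembly in the nucleolus were lower and few were higher. Of 80 measured genes of the mitochondrial ribosome, 41 fell, 4 rose and 35 did not pass the test (42 lower and 4 higher when adjusted over the list alone), with a median log2 fold change of -0.22 (one-sided Fisher's exact test for the list among the lower genes, adjusted p = 1.61e-08). With an estimated correlation between genes in limma's camera, the adjusted p of this list was 0.0711. Of 26 mitochondrial translation factors and tRNA synthetases, 8 fell, among them the elongation factor TUFM (log2 fold change -0.51, standard error 0.11, limma adjusted p = 0.00207), and 1, the arginyl-tRNA synthetase RARS2, rose (log2 fold change 0.68); the call of TUFM ended with median scaling (-0.30), without normalization (-0.15) and in the methods' 2-group comparison. The list as a whole did not pass Fisher's exact test (adjusted p = 0.278). Among 79 nucleolar factors that make, process and assemble ribosomal RNA, 40 fell, 2 rose and 37 did not pass (41 and 2 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.81e-08; adjusted p = 0.0711 with an estimated correlation). NOP14, a factor of the small subunit, had a log2 fold change of -0.99 (standard error 0.10, limma adjusted p = 4.72e-06), the assembly factor NOP16 of -0.92, the exosome subunit EXOSC5 of -0.90 and LYAR of -0.89. These counts depend on the scaling. With median scaling, 10 mitochondrial ribosomal genes were lower and 8 higher (Fisher's exact test, adjusted p = 0.0589) and 19 nucleolar genes lower (adjusted p = 1.13e-06); without normalization, where the median of all genes was 0.26, 7 mitochondrial ribosomal genes were lower and 25 higher (Fisher's exact test for the lower genes, adjusted p = 0.0637), and 8 nucleolar genes lower and 21 higher (adjusted p = 0.0173). The median of the mitochondrial ribosome list minus that of all genes was -0.21 after quantile normalization and -0.092 with either of the other scalings. Those 2 differ only by a constant per array and so give the same value. All genes are not matched to the list on signal. Against random lists matched on signal the list median lay at percentile 0 under each scaling. Mitochondrial translation and nucleolar rRNA processing are groups the paper found enriched on these same samples, so neither list test is independent evidence.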

Pathway enrichment analysis revealed a striking prevalence (adjusted *p*-value ≤ 0.005) of mitochondrial translation and RNA processing among upregulated genes (Table 1). 

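Transcripts of nuclear-encoded subunits of respiratory complexes I to IV and of ATP synthase were more often lower than higher, as in the mitochondrial ribosome. Of 71 measured subunits, 26 were lower and 5 higher on the arrays labelled sorafenib-resistant (27 and 5 when adjusted over the list alone). ATP5ME, a subunit of ATP synthase, had the largest change (log2 fold change -0.83, standard error 0.11, limma adjusted p = 4.50e-05), followed by the complex I subunits NDUFV1 (log2 fold change -0.74) and NDUFC1 (-0.61) and by ATP5F1D (-0.54). The list passed the one-sided Fisher's exact test among the lower genes (adjusted p = 0.00332; adjusted p = 0.0711 with an estimated correlation in camera). Genes of the cytosolic ribosome did not stand apart as a list (Fisher's exact test, adjusted p = 0.133), with 20 of 69 lower and 4 higher (16 and 3 when adjusted over the list alone). RPL36 (log2 fold change -0.68, standard error 0.076, limma adjusted p = 1.47e-05) and RPS7 (log2 fold change -0.67) fell most. Many of these genes have near-identical pseudogenes that their probes may also read. ATP5F1D lost its call with median scaling (-0.28) and without normalization (-0.14), and NDUFC1 (-0.23) and RPS7 (-0.27) without normalization, NDUFC1 in the methods' 2-group comparison too. The call of the respiratory list by Fisher's exact test ended with median scaling, where 3 subunits were lower and 7 higher, and without normalization, where 2 were lower and 18 higher, and it also ended among genes that passed a fold change of at least 1.4 (5 lower, adjusted p = 0.847) and in the methods' 2-group comparison (16 lower, adjusted p = 0.0544).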

Gene Ontology enrichment analysis consistently indicated mitochondria, ribosomes, and nucleolus as the most represented components among upregulated genes (adjusted *p*-value ≤ 0.05; Supplementary Table S1). Conversely, platelets and endoplasmic reticulum prevailed among downregulated genes (adjusted *p*-value ≤ 0.05; Table 1 and Supplementary Table S1). 

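On the arrays labelled sorafenib-resistant, transcripts of proteins released from platelet granules, many of which hepatocytes also secrete, were more often higher than lower. Of 74 measured genes of platelet degranulation, 33 rose, 10 fell and 31 did not pass the test (36 and 10 when adjusted over the list alone). SYTL4, which controls granule release, had a log2 fold change of 1.41 (standard error 0.073, limma adjusted p = 1.31e-08), thrombospondin THBS1 of 1.22, complement factor CFD of 1.19 and the acute-phase protein ORM1 of 1.15. The list was over-represented among the higher genes (one-sided Fisher's exact test, adjusted p = 2.55e-05; adjusted p = 0.118 with an estimated correlation in camera). Genes of protein folding and translocation in the endoplasmic reticulum went both ways, with 17 of 52 higher and 10 lower (18 and 11 when adjusted over the list alone), and did not pass Fisher's exact test (adjusted p = 0.101). TRAM2 (log2 fold change 0.94) and the oligosaccharyltransferase STT3A (0.80) rose, and SEC11C of the signal peptidase fell (-0.55, with no call at -0.32 with median scaling and -0.17 without normalization). Without normalization this list passed Fisher's exact test, with 36 higher (adjusted p = 0.0142). Enzymes that conjugate foreign compounds were over-represented among the higher genes (19 of 40 higher, 8 lower, 20 and 9 when adjusted over the list alone; Fisher's exact test, adjusted p = 7.45e-04; adjusted p = 0.133 with an estimated correlation). The glucuronosyltransferases UGT2B17 (log2 fold change 1.88, standard error 0.094, limma adjusted p = 8.40e-09) and UGT2B11 (log2 fold change 1.86) and the glutathione transferase GSTA2 (1.60) belong to families of close paralogs. This call by Fisher's exact test ended with the stricter filter on dim probes (13 higher, adjusted p = 0.0545) and without normalization (27 higher, adjusted p = 0.0638). Platelet degranulation and phase II conjugation were found enriched by the paper on these same samples, so neither list test is independent evidence. Cytochromes P450 and other phase I enzymes had 13 of 34 genes higher and 4 lower (14 and 6 when adjusted over the list alone), which did not pass (Fisher's exact test, adjusted p = 0.0557). At the study threshold this list did pass Fisher's exact test (7 higher, adjusted p = 0.0487), as in several other settings. CYP3A5, a drug-oxidising enzyme, had the largest change (log2 fold change 1.97, limma adjusted p = 4.40e-10). ADH1A also rose (1.38), and ADH1C, not above background on any array labelled parental, was at least 2.20-fold higher and drops from the filter when any array labelled sorafenib-resistant is left out.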

Notably, a significant fraction of activated (*n* = 120, 13.2%) and repressed (*n* = 65, 7.2%) genes were part of the mitoexome [30] (i.e., nuclear-encoded mitochondrial proteins) (Figure 1D). Furthermore, Myc and Myc-cofactor Max were among the top enriched TFs associated with genes activated in sorafenib-resistant Huh7 cells (adjusted *p*-value ≤ 0.005; Table 2; Supplementary Table S2). Indeed, Myc has a central role in controlling nuclear-encoded mitochondrial proteins, with Myc targets representing up to 35% of the mitoexome [31]. Conversely, downregulated genes showed a prevalence of putative targets of SOX2, a pluripotency TF (adjusted *p*-value ≤ 0.005; Table 2; Supplementary Table S3).

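The mRNA of MYC did not pass the test with its brightest probe, at 9.91 ± 0.10 (SD, n = 3) on the arrays labelled sorafenib-resistant and 10.00 ± 0.35 (SD, n = 3) on those labelled parental on the log2 scale (log2 fold change -0.090, standard error 0.13, limma adjusted p = 0.634), while without parental replicate 2 it did pass (log2 fold change -0.29) and a dimmer probe of the gene was lower (log2 fold change -0.32, limma adjusted p = 0.00595). MAX, its partner, lay close to background (log2 fold change -0.055, limma adjusted p = 0.602). Of 12 measured members of the MYC network, 3 rose and 3 fell (3 and 3 when adjusted over the list alone). The MYC antagonists MXD1 (0.62), MXD4 (0.46) and MXI1 (0.31) were the ones that rose, and MNT, a repressor of the same network, fell (log2 fold change -0.74, standard error 0.075, limma adjusted p = 6.79e-06), with MLX (-0.30) and MYCN (-0.25), of which MLX (0.014) and MYCN (0.13) lost their calls without normalization and lay below the median of all genes there, 0.26. The calls of both also ended with median scaling (-0.13 and -0.021) and in the methods' 2-group comparison, where that of MXI1 ended too. The call of MYCN further ended with normexp background correction (-0.26), without a filter on dim probes, without parental replicate 1 (-0.26) or 3 (-0.17) and without resistant replicate 1 (-0.28) or 2 (-0.18). Genes used as readouts of MYC activity were mostly lower on the arrays labelled sorafenib-resistant, with 30 of 50 lower and 3 higher (31 and 3 when adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 1.61e-08; adjusted p = 0.0711 with an estimated correlation in camera). PA2G4, a growth-regulating RNA-binding protein, had a log2 fold change of -0.996 (limma adjusted p = 3.88e-06) and the spermidine synthase SRM of -0.90. Several members are nucleolar factors that the list of ribosome biogenesis also holds. With median scaling 14 were lower and 5 higher, and without normalization 8 and 13, and the list still passed Fisher's exact test (adjusted p = 6.35e-06 and 0.00297). Of the genes in Supplementary Table S2, 132 of 132 under MYC_ENCODE, 56 of 56 under MYC_CHEA and 150 of 150 under MAX_ENCODE were called lower. The study drew these from genes it had selected on the same samples, so the counts are no independent evidence of a direction. MYC targets are also a group the paper found enriched on these samples, so the list test is not independent evidence either.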

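All 67 genes of Supplementary Table S3 were called higher on the arrays labelled sorafenib-resistant, with a median log2 fold change of 0.69; the study chose them on these samples, so their count is no independent evidence of a direction. SOX2 itself lay near background, at 7.12 ± 0.024 (SD, n = 3) against 7.17 ± 0.11 (SD, n = 3) on the log2 scale, and did not pass the test (log2 fold change -0.048, standard error 0.076, limma adjusted p = 0.658). Of 17 markers of liver progenitors and stem cells, 8 were higher and 2 lower (8 and 3 when adjusted over the list alone), which missed the threshold as a list (one-sided Fisher's exact test, adjusted p = 0.0557). The list did pass Fisher's exact test with normexp (8 higher, adjusted p = 0.0376), without a filter on dim probes (8 higher, adjusted p = 0.0162), in the methods' comparison (7 higher, adjusted p = 0.0283), with the mean of kept probes (8 higher, adjusted p = 0.0496), without parental replicate 1 (8 higher, adjusted p = 0.0333), without resistant replicate 1 (7 higher, adjusted p = 0.0350), without resistant replicate 3 (8 higher, adjusted p = 0.00904), at a fold change of at least 1.4 (6 higher, adjusted p = 0.00405) and at the study threshold (7 higher, adjusted p = 6.73e-04). SOX4 (log2 fold change 0.94, standard error 0.073, limma adjusted p = 6.61e-07), AXIN2, a target of WNT signalling (log2 fold change 0.92), and the surface marker CD44 (0.72) rose, while PROM1, which encodes CD133, fell (-0.75).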

We performed enrichment analysis of drug perturbation datasets to search for drug-induced transcriptional changes matching the transcriptional profile of sorafenib-resistant Huh7 cells. We found a significant overlap between genes upregulated in sorafenib-resistant cells and those repressed by the RAF kinase inhibitor vemurafenib (adjusted *p*-value ≤ 0.005; Supplementary Table S4). There was also significant overlap between genes induced by the EGFR inhibitor cetuximab and those upregulated in sorafenib-resistant cells. In contrast, the genes downregulated in sorafenib-resistant cells exhibited an inverse relation. Interestingly, both RAF/MAPK and EGFR signaling are involved in sorafenib resistance [8]. Thus, along with the activation of sorafenib-related signal transduction pathways, the transcriptomic analysis revealed the deregulation of mitochondrial processes as a significant contributor to the resistant phenotype in Huh7 cells. 

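Genes switched on by RAF, MEK and ERK signalling were lower on the arrays labelled sorafenib-resistant. Of 21 measured ERK targets, 14 fell, 1 rose and 6 did not pass the test (14 and 1 when adjusted over the list alone), with a median log2 fold change of -0.44 (one-sided Fisher's exact test, adjusted p = 3.16e-05; adjusted p = 0.0711 with an estimated correlation in camera). The transcription factor ETV5 (log2 fold change -1.39, standard error 0.079, limma adjusted p = 3.34e-08) and the ERK phosphatases DUSP6 (log2 fold change -1.31, standard error 0.15) and DUSP5 (-1.20) fell most, and PHLDA1 was the member that rose (1.21). With median scaling 11 were lower and 2 higher, and without normalization 8 and 2, and the list passed Fisher's exact test both times (adjusted p = 1.74e-07 and 4.74e-06). On these same samples the paper reports an overlap of its upregulated genes with genes repressed by vemurafenib. The test of the ERK list is therefore not independent evidence. Among 20 measured receptor tyrosine kinases and RAF and MAPK components, 7 rose and 3 fell (7 and 3 when adjusted over the list alone), without passing as a list (Fisher's exact test, adjusted p = 0.264). Of the EGF receptor family, of which ERBB4 was not tested, ERBB2 was at 11.67 ± 0.037 (SD, n = 3) against 10.47 ± 0.087 (SD, n = 3) on the log2 scale (log2 fold change 1.20, standard error 0.074, limma adjusted p = 6.79e-08), EGFR at a log2 fold change of 0.75 (limma adjusted p = 1.61e-05) and ERBB3 at 0.49 (limma adjusted p = 0.0246). MET (0.43), ARAF (0.28) and the p38 kinase MAPK13 (1.02) also rose, and the fibroblast growth factor receptors FGFR3 (-0.79) and FGFR4 (-0.77) fell. The call of ERBB3 ended without resistant replicate 1 (0.49) or 2 (0.48), with the mean of its kept probes (0.14), with normexp background correction and in the methods' 2-group comparison. That of MET ended without parental replicate 1 (0.34) or 3 (0.36), without resistant replicate 1 (0.34) or 2 (0.40), with normexp and in that comparison, and that of ARAF without resistant replicate 1 (0.27) or 3 (0.23) and in that comparison.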

Examining the biological functions of the genes upregulated in sorafenib-resistant cells, we found a striking enrichment of genes associated with mitochondrial protein translation (MPT), mitochondrial membranes, and protein import components (Figure 1E,F). 

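Genes of mitochondrial protein import leaned lower on the arrays labelled sorafenib-resistant without passing as a list. Of 35 measured translocases, chaperones and motor subunits, 12 were lower and 2 higher (14 and 2 when adjusted over the list alone; one-sided Fisher's exact test, adjusted p = 0.103). GRPEL1, a co-chaperone of the import motor, had the largest change (log2 fold change -0.96, standard error 0.083, limma adjusted p = 1.69e-06), followed by TIMM10, a chaperone of the intermembrane space (log2 fold change -0.67), and TOMM40L (-0.59), of which TIMM10 (-0.28) and TOMM40L (-0.21) lost their calls without normalization. Regulators of mitochondrial biogenesis and dynamics, with the organelle's chaperones and proteases, did pass, with 15 of 30 lower and 3 higher (16 and 4 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00109; adjusted p = 0.102 with an estimated correlation in camera). The protease LONP1 (log2 fold change -1.06, standard error 0.081, limma adjusted p = 5.79e-07), the nuclear receptor ESRRA (log2 fold change -0.95), the chaperone TRAP1 (-0.95) and the protease subunit CLPP (-0.81) fell most. The coactivator gene PPARGC1A was not above background on enough arrays to be tested. With median scaling, 4 import genes were lower and 3 higher, and 6 genes of biogenesis and dynamics were lower and 8 higher (Fisher's exact test of the latter, adjusted p = 0.0300); without normalization, where the median of all genes was 0.26, 1 import gene was lower and 8 higher, and 6 genes of biogenesis and dynamics were lower and 12 higher (adjusted p = 0.00427). From the genes it lists as upregulated, the paper concludes that mitochondrial translation and import were raised in the resistant cells.

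**Figure D2:**
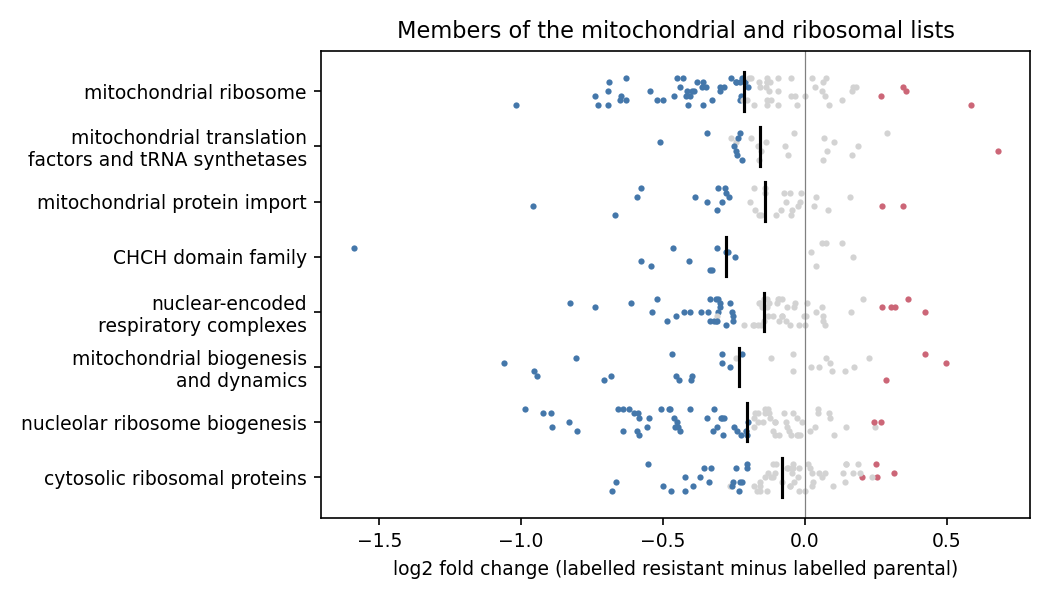
Log2 fold changes of the members of 8 mitochondrial and ribosomal gene lists. The horizontal axis is the mean of the 3 arrays labelled sorafenib-resistant minus that of the 3 labelled parental, on the log2 scale after quantile normalization; each point is a gene, blue where called lower, red where called higher and grey where not called, and vertical position within a list has no meaning. Black bars are the list medians, which run from -0.28 for the CHCH domain family to -0.082 for the cytosolic ribosomal proteins; without normalization they lie above 0 but below the median of all genes, 0.26.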

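Of the mitochondrial ribosomal genes with a named probe in Supplementary dataset S1 or S2, 16 were tested, and 14 were called lower and 1 higher on the arrays labelled sorafenib-resistant. MRPL12, which also binds mitochondrial RNA polymerase, averaged 9.39 ± 0.10 (SD, n = 3) on those arrays and 10.41 ± 0.17 (SD, n = 3) on the arrays labelled parental on the log2 scale (log2 fold change -1.02, standard error 0.092, limma adjusted p = 2.41e-06). MRPL54 (-0.74) and MRPL38 (-0.69) of the large subunit and MRPS15 (-0.73), MRPS21 (-0.69) and MRPS34 (-0.69) of the small subunit had the next largest log2 fold changes. Those of MRPS2 (-0.65), MRPS26 (-0.65), MRPL24 (-0.63), MRPL58 (-0.63), MRPL1 (-0.55), MRPL55 (-0.52), MRPL35 (-0.50) and MRPS12 (-0.46) were smaller, with a limma adjusted p of 0.00325 for MRPS12. The call of MRPS12 ended with median scaling (-0.24), without normalization (-0.089) and in the methods' 2-group comparison. MRPL11 did not pass with its brightest probe, though it did without parental replicate 2 (-0.22) and with the mean of its probes (-0.30) (log2 fold change -0.13, limma adjusted p = 0.239), while the dimmer probe that the study lists was lower (-0.62, limma adjusted p = 3.61e-05). MRPS6 was the gene that rose, from 11.25 ± 0.035 to 11.83 ± 0.0050 (SD, n = 3 each), a log2 fold change of 0.58 (limma adjusted p = 2.01e-05). The study chose these genes on the same samples, so their count is no independent evidence of a direction. With median scaling 10 of the 16 were called lower and without normalization 7, and 14 lay below 0 both times. In the methods' 2-group comparison 13 were called lower.

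**Figure D3:**
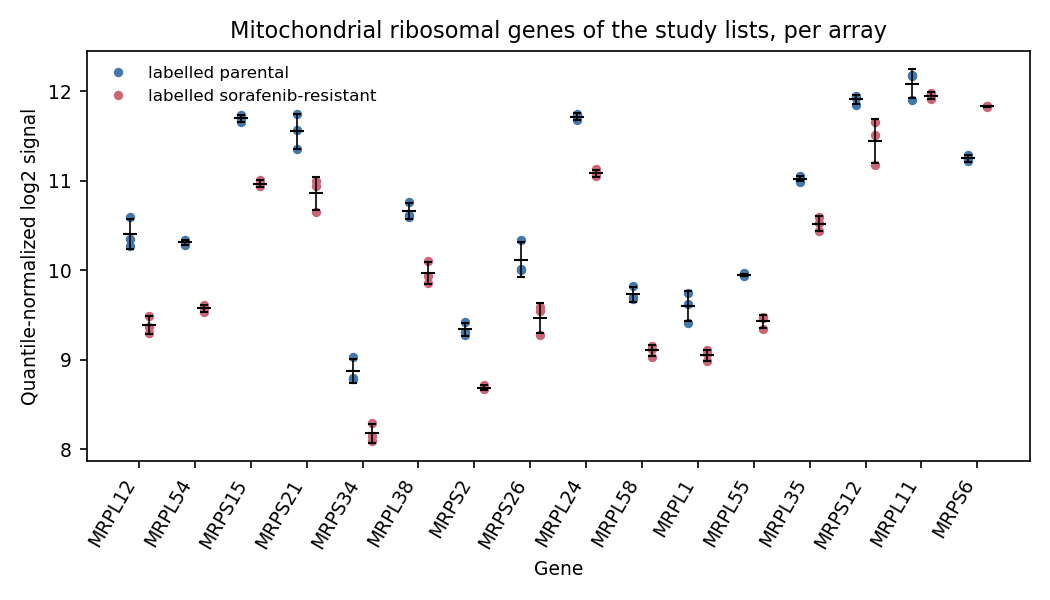
Signals of 16 mitochondrial ribosomal genes on each array. The vertical axis is the quantile-normalized log2 signal of the gene's brightest probe; points are single arrays, blue for the 3 labelled parental and red for the 3 labelled sorafenib-resistant, with the mean and SD in black. Genes are ordered by log2 fold change, from -1.02 for MRPL12 to 0.58 for MRPS6; levels of different genes are not comparable.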

Notably, sorafenib-resistant cells had upregulated several constituents of the large (MRPL) and small (MRPS) mitochondrial ribosomal subunits [32]. 

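The signal of CHCHD10, a protein of mitochondrial cristae, was lower on the arrays labelled sorafenib-resistant, at 10.97 ± 0.20 (SD, n = 3) against 12.56 ± 0.25 (SD, n = 3) on the arrays labelled parental on the log2 scale. This was a 3.01-fold difference (log2 fold change -1.59, standard error 0.12, limma adjusted p = 5.79e-07). CHCHD4, the receptor of the disulfide relay that imports proteins into the intermembrane space, had a log2 fold change of -0.58 (standard error 0.073, limma adjusted p = 4.21e-05), and CHCHD5 of -0.54 (standard error 0.075, limma adjusted p = 8.57e-05). These 3 genes were lower under every scaling tried, and without normalization 1 of the 3 was called. The paper had named them as raised on these same samples, so the test of the CHCH list below is not independent evidence. Of 17 measured genes for proteins with a CHCH domain, 11 fell, 0 rose and 6 did not pass the test (11 lower and 1 higher when adjusted over the list alone). Among the others that fell were CMC1 (-0.46) and the copper chaperone COX17 (-0.41), both of cytochrome c oxidase assembly, and the subunits COX6B1 (-0.34), NDUFB7 (-0.31) and NDUFS5 (-0.28), while CHCHD2 had a log2 fold change of 0.022 (limma adjusted p = 0.840). The call of COX6B1 ended without resistant replicate 3 (-0.24) and in the methods' 2-group comparison, and with median scaling the calls of CMC1 (-0.22), COX17 (-0.23), COX6B1 (-0.24), NDUFB7 (-0.095) and NDUFS5 (-0.16) ended, as they did without normalization. The list was over-represented among the lower genes (one-sided Fisher's exact test, adjusted p = 4.39e-04; adjusted p = 0.102 with an estimated correlation in camera). That call by Fisher's exact test ended with median scaling (3 lower and 1 higher, adjusted p = 0.236), without normalization (1 lower and 5 higher, adjusted p = 0.874, with the median of all genes at 0.26) and where a fold change of at least 1.4 was required (3 lower, adjusted p = 0.262) or the study threshold (3 lower, adjusted p = 0.242).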

Members of the CHCH domain (CHCHCD)-containing protein family such as CHCHD10, CHCHD4, and CHCHD5, essential for importing nuclear-encoded proteins in mitochondria [33], were also overexpressed. Thus, the main features characterizing sorafenib-resistant cells were enhanced protein translation and import in mitochondria, vital elements for mitochondria biogenesis and constitution of a functional mitochondrial network.

### 3.3. Mitochondrial Ribosomal Protein Expression and Response to Sorafenib in HCC Patients

Transcriptomic analysis of sorafenib-resistant cells provided novel clues into the adaptation mechanism to prolonged exposure to the drug, pointing to increased expression of multiple nuclear-encoded mitochondrial components essential for mitochondrial protein translation and import. To verify the clinical relevance of this finding, we asked whether human HCC samples had an abnormal expression of mitochondria-related genes and whether there was a relationship with the clinical response to sorafenib. To this end, we interrogated a large TCGA dataset (https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga, accession date: 21 July 2020) [34] that included 50 normal liver and 371 HCC samples, with 340 cases having a complete stage and survival information (Supplementary Figure S3A). Only a limited subset of the patients (*n* = 27) had documented evidence of treatment with sorafenib. Interestingly, the expression of the MRP genes upregulated in sorafenib-resistant cells divided tumor samples into distinct clusters with significant differences in cumulative MRP gene expression (Figure 2A,B; Supplementary Figure S3B). We verified the reproducibility of this finding in an independent cohort of HCC patients (ICGC, https://dcc.icgc.org/projects/LIRI-JP, accession date: 21 July 2020) that included 195 normal liver and 240 HCC samples. We obtained a similar clustering of HCC samples based on the cumulative expression of the MRP genes (Supplementary Figure S3C). Notably, the level of MRP gene expression was associated with reduced overall survival in the subgroup of sorafenib-treated patients in the TCGA cohort (*p*-value: 0.024; Supplementary Figure S3D). In contrast, MRP expression did not affect the survival of the total patient population (Supplementary Figure S3E). In a multivariate analysis, the cumulative expression of the MRP gene set was predictive of overall survival in the sorafenib-treated group (*p*-value: 0.008), whereas the stage was not a predictive covariate (*p*-value = 0.065) (Supplementary Figure S3F).

Considering all MRP genes, we found that expression of many individual MRPs was significantly associated with overall survival (*p*-value ≤ 0.05) in sorafenib-treated patients (Supplementary Figure S4A). However, none had significant predictive value in the total HCC patient population (Supplementary Figure S4B). Next, using a feature selection approach based on the Cox proportional hazard method, we found that 11 MRP genes among the 15 upregulated in sorafenib-resistant cells were predictive of overall survival in sorafenib-treated patients (Figure 2C). Kaplan–Meyer survival analysis based on the median gene expression showed that *MRPL12*, *MRPS15*, *MRPS34*, *MRPL54*, *MRPS21*, *MRPL27*, *MRPL58,* and *MRPL55* were reliable predictors of overall survival, with higher expression associated with worse clinical outcomes (Figure 2D). Thus, these data revealed increased expression of mitochondrial ribosomal proteins is frequent in human HCCs and makes tumors less likely to respond to sorafenib.

### 3.4. Enhanced Mitochondrial Biogenesis in HCC Cells Resistant to Sorafenib

To verify this hypothesis, we examined the state of mitochondria in parental and resistant Huh7 cells. Sorafenib-resistant cells displayed significantly higher spare respiratory capacity (SRC) along with increased basal oxygen consumption rates (OCR) compared to parental Huh7 cells (Figure 3A). Based on flow cytometry assays, sorafenib-resistant cells exhibited higher mitochondrial membrane potential (Figure 3B) and mitochondrial mass (Figure 3C). Conversely, we observed only modest changes in the extracellular acidification rate (ECAR) and glucose uptake capacity than parental cells (Supplementary Figure S5A,B). Consistent with enhanced mitochondrial biogenesis, resistant cells exhibited an extended mitochondrial network than parental cells (Figure 3D). In sorafenib-resistant cells, individual mitochondria appeared more elongated and tubular than the small rounded mitochondria of parental Huh7 cells, indicating a shift to a hyper-fused phenotype during the adaptive process to chronic exposure to sorafenib. These mitochondrial changes were in contrast with the results of acute exposure to sorafenib. Short-term (6-h or 4-day) treatment with sorafenib had the opposite effect, reducing basal respiratory capacity in parental cells (Supplementary Figure S6A,B).

Thus, whereas acute treatment negatively affected mitochondria, prolonged adaptation to sorafenib was associated with an extensive reorganization of the mitochondrial network, in line with increased expression of mitochondrial protein translation genes. Accordingly, short (3-day) treatment with sorafenib reduced the level of mitochondrial proteins (i.e., NDUFAF1, SDHA, and COX5B) in parental Huh7 cells (Figure 3E and File S1). Conversely, the expression of these mitochondrial proteins recovered, or even increased, in sorafenib-resistant cells. In parallel, the level of glycolytic enzymes (i.e., GAPDH, PKM2, and LDHA) was slightly reduced or unchanged in sorafenib-resistant cells (Figure 3F and File S1). Increased mitochondrial ETC proteins (i.e., NDUFAF1, UQCRQ, COX5B), along with decreased glycolytic enzymes, was also evident in sorafenib-resistant cells isolated under clonal growth condition (Figure 3G and File S1). Therefore, chronic exposure to sorafenib induces an adaptive process that involves enhanced mitochondrial biogenesis.

### 3.5. Genetic and Pharmacological Inhibition of STAT3 Sensitizes Resistant Cells to Sorafenib

Transcriptional and mitochondrial reprogramming characterized the emergence of sorafenib-resistant HCC cells. To identify potentially actionable targets for the reversal of sorafenib resistance, we looked at the expression and activation of STAT3, a transcription factor with both nuclear and mitochondrial functions [25]. STAT3 activation by Tyr705 phosphorylation was previously associated with resistance to multiple TKIs and was suggested as a promising target to counteract drug resistance [26]. Accordingly, we examined STAT3 levels in parental and sorafenib-resistant Huh7 cells. Total STAT3 increased in resistant cells, but the level pTyr705 did not change substantially (Figure 4A and File S1). Conversely, pSer727 STAT3 decreased in Huh7 cells after a short treatment with sorafenib and markedly increased in sorafenib-resistant cells. This finding is particularly relevant because mitochondrial STAT3 is phosphorylated at Ser727 and promotes mitochondrial activity [25,27,28]. Concurrent to the change in pSer727 STAT3, sorafenib-resistant cells exhibited increased GRIM19/NDUFA13 (Figure 4A and File S1), a mitochondrial STAT3-interacting protein and a component of the ETC complex I [35]. pSer727 and total STAT3 also increased markedly in sorafenib-resistant Huh7 cells isolated after 3-weeks of continuous treatment in clonal growth conditions (Figure 4B and File S1). Thus, Ser727 phosphorylation of STAT3 occurred rapidly and consistently during the adaptive process to chronic exposure to sorafenib.

This finding pointed to the involvement of pSer727 and mitochondrial STAT3 in sorafenib resistance. Interestingly, STAT3 mRNA was slightly reduced in sorafenib-resistant Huh7 cells (Supplementary dataset S2), suggesting that upregulation of pSer727 and total STAT3 was due to a post-transcriptional mechanism. Furthermore, increased pSer727 and total STAT3 did not activate canonical STAT3 targets, as shown by the minimal overlap between the genes modulated in sorafenib-resistant cells and those regulated by STAT3 and the IL6/JAK/STAT3 pathway (Supplementary Figure S7).

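STAT3 mRNA was higher on the arrays labelled sorafenib-resistant with each of its 3 kept probes. The brightest averaged 9.86 ± 0.12 (SD, n = 3) against 9.06 ± 0.23 (SD, n = 3) on the arrays labelled parental on the log2 scale, a 1.74-fold difference (log2 fold change 0.80, standard error 0.11, limma adjusted p = 6.67e-05). The other 2 probes had log2 fold changes of 0.54 (standard error 0.082, limma adjusted p = 2.18e-04 over all probes) and 0.54 (standard error 0.090, limma adjusted p = 4.35e-04).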

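Canonical STAT3 targets were mostly higher on the arrays labelled sorafenib-resistant. Of 32 measured acute-phase and other targets, with STAT3 among them, 19 rose, 6 fell and 7 did not pass the test (19 and 8 when adjusted over the list alone), with a median log2 fold change of 0.35. The haem-binding acute-phase protein hemopexin (HPX) had a log2 fold change of 1.42 (standard error 0.081, limma adjusted p = 3.64e-08) and the protease inhibitor SERPINA3 of 0.90 (limma adjusted p = 3.40e-06). Among those that fell were the feedback inhibitor SOCS1 (-0.60) and CCND1 (-0.61), which the ERK list also holds; both were named after their values were seen. The list was over-represented among the higher genes (one-sided Fisher's exact test, adjusted p = 2.00e-05; adjusted p = 0.0756 with an estimated correlation in camera). Of 51 measured genes of IL6/JAK/STAT3 signalling, 22 rose and 8 fell (23 and 11 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00111; adjusted p = 0.289 with an estimated correlation). INHBE, an activin subunit (log2 fold change 1.36, standard error 0.080, limma adjusted p = 4.90e-08), and JUN (log2 fold change 1.13) rose most, and the receptor CSF3R fell (-0.87). Without normalization the calls of both lists by Fisher's exact test ended, with 21 targets higher (adjusted p = 0.144) and 32 signalling genes higher (adjusted p = 0.110), where most genes were higher.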

To verify the relevance of STAT3, we knocked down STAT3 with an inducible short hairpin (shRNA) lentiviral construct. The inducible system avoided interference of STAT3 knockdown during the selection process. IPTG treatment of the inducible-shSTAT3 (I-shSTAT3) Huh7 cells depleted cells of STAT3 (Figure 4C and File S1). STAT3 knockdown in sorafenib-resistant Huh7 cells inhibited colony formation and increased the response to sorafenib (Figure 4D and Supplementary Figure S8A). STAT3 depletion reduced slightly mitochondrial membrane potential (Supplementary Figure S8B) but did not affect mitochondrial mass and OCR (Supplementary Figure S8C,D). Thus, transient knockdown of STAT3 enhanced the response to sorafenib, but was unable to fully rescue the mitochondrial phenotype of sorafenib-resistant cells.

We described recently potent small-molecule inhibitors that bind tightly to the SH2 domain of STAT3 and block both nuclear and mitochondrial functions of STAT3 [36,37]. OPB-111077 is a novel derivative that shares the mechanism of action of the parent compounds OPB-51602 and OPB-31121. OPB-111077 has good pharmacokinetics properties and low toxicity and showed promising anticancer activity in phase I–II trials in patients with advanced cancer including HCC [38,39]. We tested whether OPB-111077 could improve the response of resistant cells to sorafenib. Similar to the genetic depletion of STAT3, OPB-111077 inhibited clonal growth of sorafenib-resistant Huh7 cells and, in combination with sorafenib, suppressed colony formation (Figure 5A and Supplementary Figure S9A, File S1).

Notably, OPB-111077 blocked Ser727 phosphorylation of STAT3 in sorafenib-resistant cells (Figure 5B and File S1). Furthermore, OPB-111077 reduced the mitochondrial protein NDUFAF1, whereas it strongly induced PKM2 and LDHA. Using the Seahorse analyzer, we observed a drastic reduction in OCR after OPB-111077 (Figure 5C). Treatment with OPB-111077 also disrupted the enlarged mitochondrial network of resistant cells and restored the pattern of small, rounded mitochondria of parental Huh7 cells (Figure 5D). Thus, OPB-111077 inhibited pSer727 STAT3, reverted the mitochondrial phenotype, and restored the sensitivity of resistant cells to sorafenib. We further explored the concept of the therapeutic targeting of mitochondria-related processes and STAT3 by testing metformin, an antidiabetic drug and an inhibitor of ETC complex I [40]. Metformin reduced OCR in sorafenib-resistant cells (Figure 5E) and inhibited colony formation alone and combined with sorafenib (Figure 5F and Supplementary Figure S9B, File S1), although it was less effective than OPB-111077. These results collectively support the notion of a role of mitochondria reprogramming in sorafenib-resistance and pointed to STAT3 as a relevant player and actionable target, offering new options for the treatment of advanced HCC.

## 4. Discussion

Sorafenib is one of the few approved systemic therapy for advanced-stage HCC [3]. However, the clinical benefits are modest [3]. Many patients are intrinsically refractory or rapidly become resistant to the drug through various poorly defined mechanisms [3,8]. Understanding the biological basis of resistance to TKIs such as sorafenib can inform on means to predict the likelihood of response, overcome resistance, and improve treatment efficacy. Here, we show that human HCC cells adapt to continuous and prolonged exposure to sorafenib and undergo complex reprogramming of the transcriptome and reorganization of the mitochondrial network. At the transcriptional level, this adaptive process implies activating multiple genes involved in critical aspects of mitochondrial biogenesis from mitochondrial protein translation to the mitochondrial import of nuclear-encoded proteins. A highly relevant finding of the study is that the expression of MRP genes identified distinct subgroups of primary HCCs and higher expression marked patients that responded poorly to sorafenib treatment. Thus, both the clinical and in vitro data imply that enhanced ribosome assembly and protein translation in the mitochondria affect the response to sorafenib. We found that counteracting mitochondrial reprogramming by inhibiting STAT3 restored the sensitivity of resistant HCC cells to sorafenib. These data indicate that mitochondrial plasticity and reorganization of the mitochondrial network contribute to drug resistance. Targeting these processes might represent a valid strategy to increase treatment efficacy in HCC patients.

Acute treatment with sorafenib reduced mitochondrial function in HCC cells. However, cells surviving prolonged exposure to sorafenib adapted and exhibited profound changes in mitochondria with increased respiratory capacity and an expanded network of hyper-fused mitochondria. Thus, continuous treatment with sorafenib promotes an adaptive response causing HCC cells to switch to a prevalently mitochondrial phenotype. In addition to increased OXPHOS, this adaptive process could involve additional and more complex changes in mitochondrial metabolism including fatty acid oxidation, contributing to the resistant phenotype [41]. This mitochondrial adaptive response could represent a shared mechanism of innate and acquired resistance of HCCs to many cancer treatments including targeted agents, cytotoxic drugs, and immune therapeutics. Enhanced MPT and reprogramming of mitochondrial functions could be a mechanism of adaptation to environmental challenges and anticancer treatment shared by many tumor types. Despite the notion that cancer cells cover their energy needs substantially through aerobic glycolysis (the so-called Warburg effect), tumor development also relies on functional mitochondria and the ability to reprogram metabolism and mitochondrial activity [15,42]. Indeed, the critical role of mitochondria in tumor progression and response to activation of oncogenic pathways is becoming increasingly evident [43,44]. On the other hand, the dependence on mitochondrial biogenesis and respiration of resistant tumor cells could increase vulnerability to mitochondria-targeting drugs [22,23,43,44].

The relation between tumor metabolism and the therapeutic response to anticancer drugs is the subject of numerous studies. Metabolic plasticity may contribute to sorafenib resistance in HCC [41,45,46]. However, an unequivocal view of the role of energy metabolism and mitochondrial function is still missing [41]. Our present study shows an expansion of the mitochondrial network and a shift toward increased mitochondrial respiration in Huh7 cells surviving prolonged treatment with sorafenib. The mitochondrial phenotypic changes were associated with the upregulation of genes for mitochondrial ribosome assembly, protein translation, and the formation of respiratory complexes. CHCH domain (CHCHCD)-containing proteins CHCHD10, CHCHD4, and CHCHD5, which are involved in protein import, assembly of ETC complexes, and cristae remodeling in mitochondria [33], were overexpressed in resistant Huh7 cells. Notably, we found that sorafenib-resistant cells exhibited significantly higher expression of multiple MRP encoding genes. MRPs constitute the large and small subunits of the mitochondrial ribosomes. The primary function of the mitochondrial ribosomes is to translate the 13 subunits of the respiratory complexes encoded by the mitochondrial DNA [32]. This process is critical for the formation of functional mitochondria. Therefore, the proper supply of MRPs is crucial for ensuring the coordinated production of mitochondrial- and nuclear-encoded components of the mitochondria [32]. An imbalance between the nuclear and mitochondrial processes would be detrimental to cell survival. Thus, enhanced synthesis of MRPs and ribosomal assembly could promote mitochondrial biogenesis and protect from drug-induced metabolic stress and death.

The role of MRPs and MPT in carcinogenesis is an emerging area of investigation. Increased MPT is associated with genetic loss of the tumor suppressors RB1 and TP53 and drives the aggressive phenotype of triple-negative breast cancers promoting mitochondrial OXPHOS, mesenchymal, and stem-like features [47]. K-Ras-driven carcinogenesis also depends heavily on enhanced mitochondria function, a process that interestingly involves mitochondrial STAT3 [27]. This mitochondrial dependency relies on increased MPT, which is crucial for the viability of K-Ras transformed cells [48]. MRPS22 interacts with mitochondrial topoisomerase IB and increases MPT and tumorigenesis in liver and colon cancer models [49]. Deacetylated MRPS5 accumulates in mitochondria, promotes MPT, complex I activation, and production of NAD+, and is critical for maintaining stem-like features in liver cancer cells [50]. We found several MRPs upregulated in primary HCCs from two independent patient cohorts, and their expression marked distinct clusters of primary HCCs. This finding was novel and unexpected, with potential implications for identifying HCC patients with reduced responsiveness to TKI therapy. In our study, higher expression of MRP genes indicated poor survival in sorafenib-treated patients with a minor impact on the total patient population, thus confirming the relationship between MRP expression and response to sorafenib. It would be interesting to verify whether a similar association holds for other TKIs and anticancer therapies [3].

MRPs could promote mitochondrial biogenesis and enhance mitochondrial metabolism, allowing tumor cells to better cope with treatment-induced stress. However, coordinating the import of nuclear-encoded proteins with the translation of mitochondrial-encoded components of the ETC complexes is central to avoiding accumulating unassembled protein subunits in the cytoplasm and mitochondria [51]. Indeed, increased MRPs and MPT could also be a source of mitochondrial stress. Mitochondrial-nuclear protein imbalance can activate the mitochondrial unfolded protein response [51]. In this context, reducing expression of MRPs such as MRPS5 induces a protective response that promotes longevity at the organismal and cellular level and prevents aging [52]. Conversely, mitochondrial-nuclear protein imbalance could also be detrimental by promoting aggressive phenotypes in cancer cells [51]. Thus, alongside controlling the functionality of the mitochondrial respiratory chain, deregulated expression of MRPs could produce pro-survival and anti-aging signals in cancer cells and contribute to treatment resistance and tumor progression.

We sought to address what drives the mitochondrial adaptive process associated with sorafenib resistance. This information could give valuable hints to identify novel targets and design effective therapeutic strategies. Applying TF analysis to the set of genes upregulated in sorafenib-resistant cells, we found many genes that were putative c-MYC targets. This result was consistent with the known role of this TF in controlling many nuclear-encoded mitochondrial proteins. Thus, c-MYC could be a significant driver of mitochondrial reprogramming in resistant cells. E2F1 and YY1 were also associated with upregulated genes in sorafenib-resistant cells. Both these TFs also regulate the expression of nuclear-encoded mitochondrial genes. Loss of RB1 activates transcription of mitochondrial genes through E2F1 [47]. YY1 cooperates with PGC-1α to activate the transcription of mitochondrial genes in an mTOR-dependent manner [53]. In addition to these known regulators of mitochondrial gene transcription, we found that total and pSer727 STAT3 increased markedly in sorafenib-resistant Huh7 cells. The upregulation of pSer727 STAT3 was an intriguing finding since Ser727 phosphorylation preferentially marks mitochondrial STAT3 [25,27,28]. Short-term treatment with sorafenib reduced pSer727 STAT3 concomitant with decreased mitochondrial function. Sorafenib-resistant Huh7 cells instead exhibited higher pSer727 STAT3 and increased mitochondrial activity. Genetic depletion or inhibition of STAT3 with OPB-111077 increased the sensitivity of resistant cells to sorafenib. The STAT3 inhibitor also blocked pSer727 and reverted the mitochondrial phenotypic changes. OPB-111077 belongs to a novel class of inhibitors that affect both the nuclear and mitochondrial function of STAT3 [37], and recent clinical trials have tested it as a single agent in HCC patients [38,39]. Thus, STAT3 inhibition may represent a clinically actionable strategy to overcome innate and acquired resistance to sorafenib. STAT3 could contribute to the resistant phenotype at various levels. STAT3 localizes in mitochondria, is integrated into ETC complex I, and positively affects mitochondrial respiration [25,27,28]. Increased STAT3 could boost mitochondrial activity and promote the phenotypic changes associated with sorafenib resistance. In addition to nuclear-encoded genes, STAT3 can also control transcription of the mitochondrial genome [54]. Although this is a less investigated aspect, mitochondrial STAT3 could contribute to resistance to sorafenib by yet unknown mechanisms. Significantly, various signaling pathways including MAPK kinases could induce pSer727 STAT3 [25]. MAPK12 (p38γ) and MAPK14 (p38α) contribute to liver carcinogenesis and resistance to sorafenib, respectively [9,55]. MAPK12 is involved in mitochondrial biogenesis in a mouse model of skeletal muscle adaptation through the activation of PGC-1α [56]. Thus, activation of p38/MAPK kinases in response to sorafenib-induced stress might contribute to the resistant phenotype in HCC cells by enhancing mitochondrial biogenesis and function through multiple downstream targets, which may include nuclear and mitochondrial STAT3. However, neither MAPK12 nor MAPK14 has known links to mitochondrial reprogramming and STAT3 activation in liver carcinogenesis and drug resistance. 

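MAPK12, which encodes the p38 gamma kinase, was lower on the arrays labelled sorafenib-resistant, at 8.24 ± 0.057 (SD, n = 3) against 9.16 ± 0.051 (SD, n = 3) on the arrays labelled parental on the log2 scale. This is a 1.88-fold difference (log2 fold change -0.91, standard error 0.071, limma adjusted p = 6.88e-07). MAPK11, another p38 kinase, did not pass the test (log2 fold change 0.019, standard error 0.070, limma adjusted p = 0.859), and the p38 kinase MAPK13 was higher (log2 fold change 1.02, standard error 0.11, limma adjusted p = 8.20e-06). MAPK14 was not analysed here.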

Our gene expression analysis showed upregulation of MAPK12, but no change in MAPK14 expression in sorafenib-resistant cells, although their activity might be regulated mainly at the post-transcriptional level. All these aspects, which may have relevant implications for the treatment of HCC, will require further investigation.

## 5. Conclusions

Our study showed a critical involvement of mitochondrial protein translation and plasticity in intrinsic and acquired resistance to sorafenib. These findings, sustained by preclinical data in human cell lines and evidence from HCC patients, suggest that targeting the factors underpinning mitochondrial reprogramming is a good strategy for improving treatment efficacy and clinical outcome in HCC patients.

## Figures and Tables

**Figure 1:**
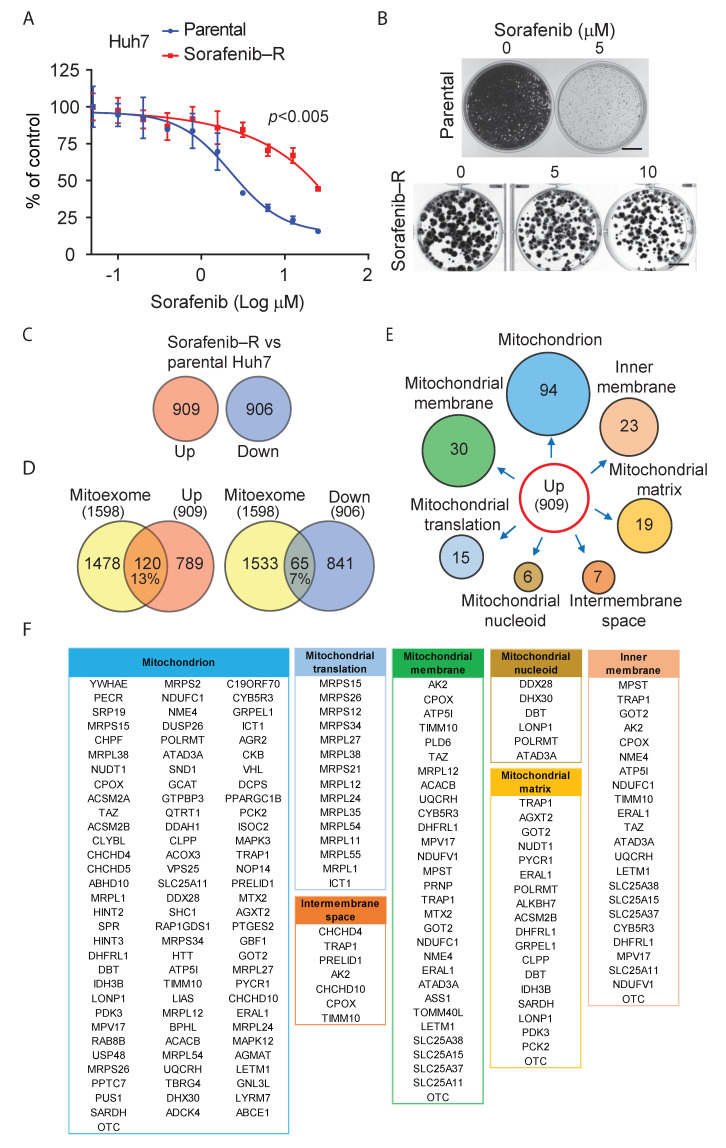
Extensive transcriptional and mitochondrial reprogramming in sorafenib-resistant hepatocarcinoma cells. (**A**) Proliferation of parental and sorafenib-resistant (sorafenib-R) Huh7 cells in the presence of sorafenib. Cell viability was measured after 72 h with the MTT assay. Sorafenib-R cells were generated by 3-month continuous growth with sorafenib. (**B**) Growth of parental (top) and sorafenib-resistant (bottom) Huh7 cells exposed to sorafenib. Sorafenib-R cells were generated after 3-weeks of continuous exposure to sorafenib in clonal growth conditions. Bar, 10 mm. (**C**) Genes up- and downregulated in sorafenib-resistant Huh7 cells compared to parental cells. (**D**) Overlap of genes up- and downregulated in sorafenib-resistant Huh7 cells with the human mitoexome. (**E**) Numbers and functional classes of mitochondrial genes upregulated in sorafenib-resistant Huh7 cells. (**F**) Mitochondrial genes upregulated genes in sorafenib-resistant Huh7 cells.

**Figure 2:**
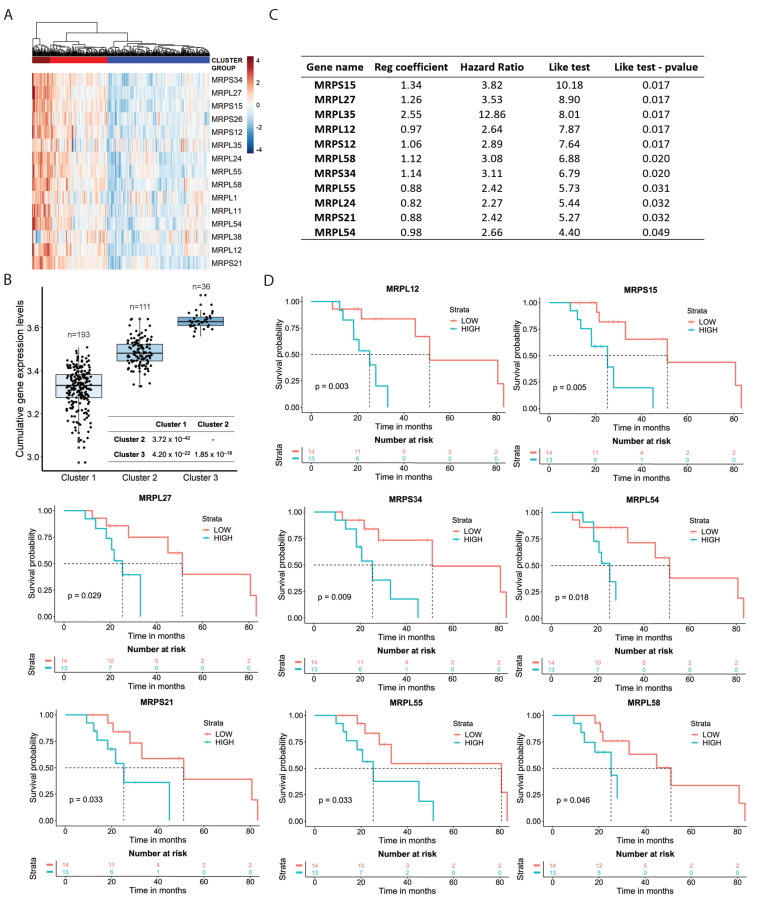
Expression of mitochondrial ribosomal proteins and response to sorafenib in hepatocarcinoma patients. (**A**) Un–supervised clustering of HCC samples in the TCGA patient cohort based on the expression of the sorafenib upregulated mitochondrial ribosomal protein (MRP) gene set. Total number of patients examined was 340. Number of patients in each cluster is reported in B. (**B**) Cumulative expression of MRP gene set in the distinct clusters of HCC samples. Bottom, *p*-values for inter−cluster comparisons. (**C**) Association of individual MRP gene expression and overall survival by Cox proportional hazard regression analysis. (**D**) Kaplan–Meyer survival analysis of overall survival based on the median expression of individual MRP genes in subset of patients receiving sorafenib in the TCGA cohort.

**Figure 3:**
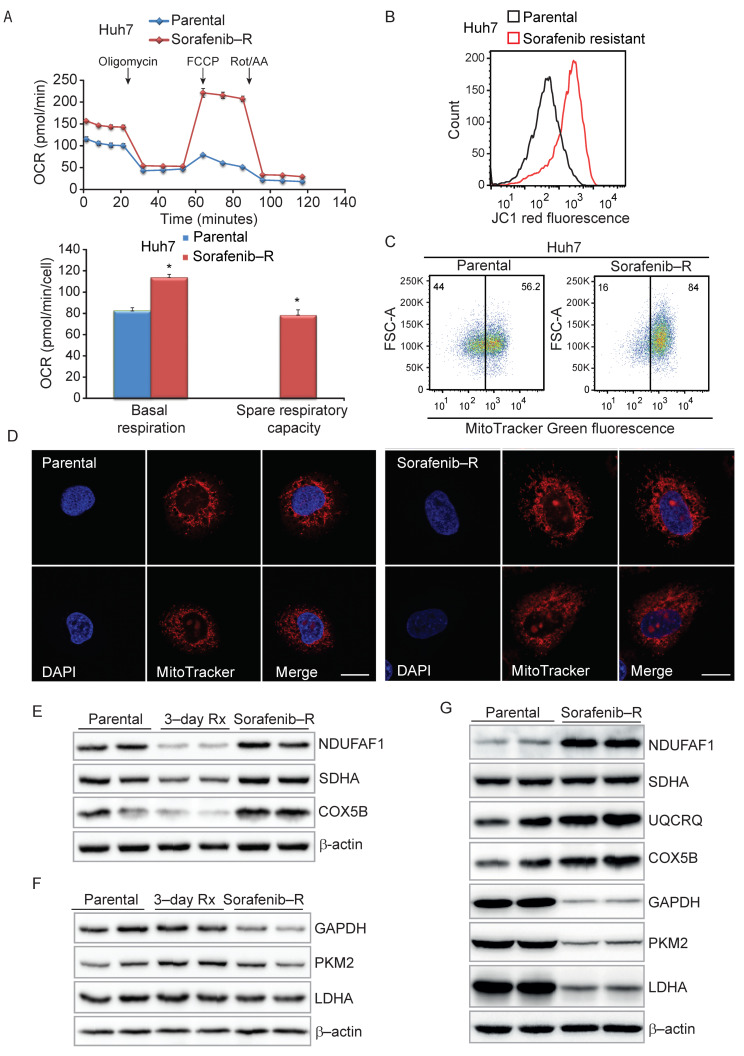
Increased mitochondrial activity in sorafenib resistant Huh7 cells. (**A**) Mitochondrial oxygen consumption rate (OCR) in sorafenib-resistant and parental Huh7 cells determined by Seahorse XFp analyzer and mitochondrial stress test. (**Top**) Real-time OCR measurements normalized to cell number. (**Bottom**) Basal and spare respiratory capacity based on OCR profiles. *, *p* ≤ 0.005. (**B**) Mitochondrial membrane potential (MMP) assessed by JC-1 staining (JC-1 red fluorescence) and flow cytometry in sorafenib-resistant and parental Huh7 cells. (**C**) MitoTracker Green staining and mitochondrial mass assessment by flow cytometry in sorafenib-resistant and parental Huh7 cells. (**D**) Mitochondrial morphology in parental (**left** panels) and sorafenib-resistant (**right** panels) Huh7 cells stained with MitoTracker Orange (mitochondria) and DAPI (nuclei) and examined by confocal microscopy. Representative images at 20× magnification. Bar, 10 µm. (**E**) Protein levels of constituents of mitochondrial respiratory complexes in parental, sorafenib-resistant (sorafenib-R) and parental Huh7 cells treated with sorafenib (7.5 µM) for three days (3-day Rx). (**F**) Protein levels of glycolytic enzymes in parental, sorafenib-resistant (sorafenib-R), and parental Huh7 cells treated with sorafenib (7.5 µM for three days; 3-day Rx). (**G**) Expression of mitochondrial complex proteins and glycolytic enzymes in parental and sorafenib-resistant colonies isolated after 3-week continuous exposure to sorafenib.

**Figure 4:**
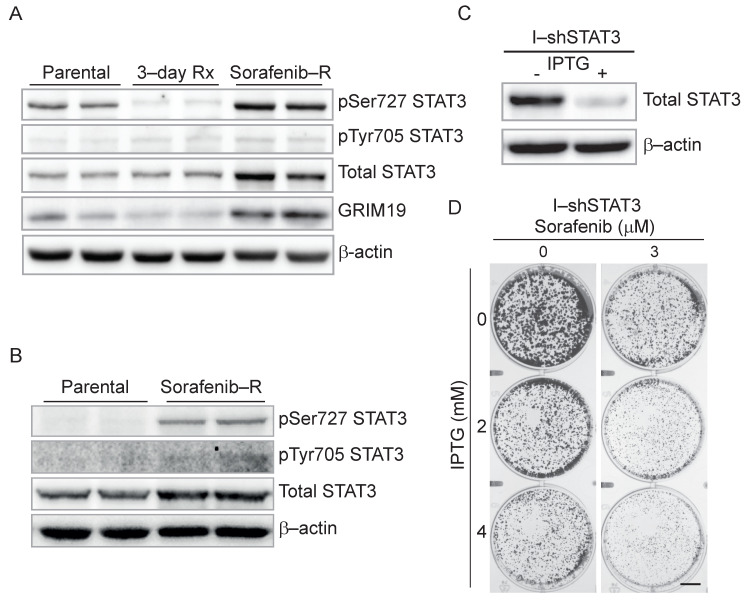
pSer727 STAT3 activation in sorafenib-resistant Huh7 cells. (**A**) Total and phosphorylated STAT3 and GRIM19 levels in parental, sorafenib-treated (3-day Rx) and sorafenib-resistant (sorafenib-R) Huh7 cells determined by western blot. B-actin is a protein loading control. (**B**) Total and phosphorylated STAT3 in parental and sorafenib-resistant Huh7 colonies isolated by 3-week exposure to sorafenib. (**C**) Inducible STAT3 knockdown in sorafenib-resistant Huh7 cells expressing IPTG-inducible short hairpin RNA (shRNA) targeting STAT3 (I-shSTAT3). (**D**) Growth of sorafenib-resistant Huh7 cells exposed to sorafenib with and without induction of STAT3 knockdown by IPTG in clonal growth conditions. Bar: 10 mm.

**Figure 5:**
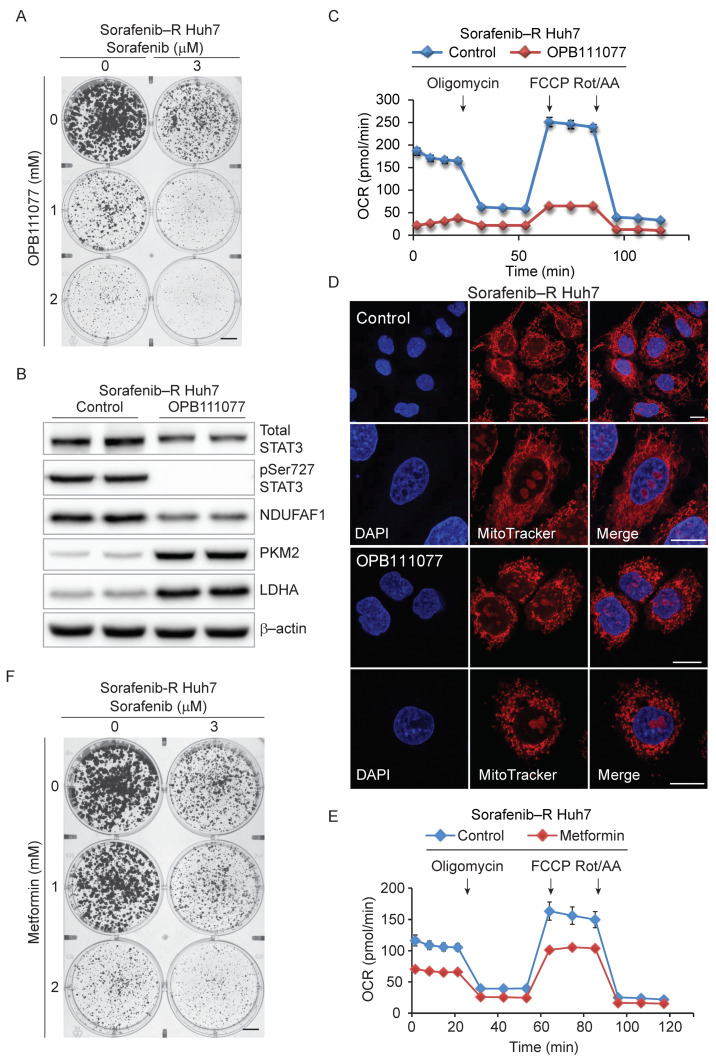
STAT3 inhibition restores mitochondria function and sensitivity to sorafenib. (**A**) Clonal growth of sorafenib-resistant cells treated with sorafenib and increasing concentrations of OPB-111077. (**B**) Expression of total and pSer 727 STAT3, NDUFAF1, PKM2, and LDHA in sorafenib-resistant cells untreated (Control) and treated with OPB-111077 (10 μM, 72 h). (**C**) Mitochondrial OCR in sorafenib-resistant Huh7 cells untreated (Control) and treated with OPB111077 (10 µM, 5 h). Basal respiratory capacity, *p* ≤ 0.005. (**D**) Confocal microscopy images of sorafenib-resistant Huh7 cells untreated (**top** panels) and treated (**bottom** panels) with OPB-111077 (10 µM, 16 h) and stained with Mitotracker Orange and DAPI. Representative images at 10× and 20× magnification. Bars: 10 µm. (**E**) Mitochondrial OCR in sorafenib-resistant Huh7 cells untreated (Control) and treated with metformin (3.5 mM, 5 h). Basal respiratory capacity, *p* ≤ 0.005. (**F**) Clonal growth of sorafenib-resistant cells treated with sorafenib and increasing concentrations of metformin.

**Table 1:** Reactome pathway analysis in sorafenib-resistant Huh7 cells.

Index	Name	*p*-Value	Adjusted *p*-Value ^3^	Z-Score	Combined Score
Upregulated Genes ^1^					
1	rRNA processing	2.2 × 10^–6^	1.3 × 10^–3^	−2.03	26.39
2	Mitochondrial translation elongation	5.0 × 10^–6^	1.3 × 10^–3^	−2.07	25.26
3	Mitochondrial translation termination	5.0 × 10^–6^	1.3 × 10^–3^	−2.06	25.18
4	Mitochondrial translation initiation	5.0 × 10^–6^	1.3 × 10^–3^	−2.04	24.84
5	Major pathway of rRNA processing in the nucleolus	6.4 × 10^–6^	1.3 × 10^–3^	−2.01	24.07
6	Mitochondrial translation	1.2 × 10^–5^	2.0 × 10^–3^	−2.07	23.39
**Downregulated Genes ^2^**					
1	Platelet degranulation	1.1 × 10^–6^	1.0 × 10^–3^	−1.92	26.47
2	Response to elevated platelet cytosolic Ca^2+^	2.1 × 10^–6^	1.1 × 10^–3^	−1.90	24.77
3	Biological oxidations	1.2 × 10^–5^	2.4 × 10^–3^	−2.02	22.86
4	Phase II conjugation	1.0 × 10^–5^	2.4 × 10^–3^	−1.91	21.95
5	Amyloid fiber formation	9.6 × 10^–6^	2.4 × 10^–3^	−1.89	21.80

^1^ Genes upregulated in sorafenib-resistant Huh7 cells compared to parental huh7 cells. ^2^ Genes downregulated in sorafenib-resistant cells compared to parental Huh7 cells. ^3^ Adjusted *p*-value by the Benjamini–Hochberg method.

**Table 2:** Transcription factor enrichment analysis in sorafenib-resistant Huh7 cells.

Index	Name	*p*-Value	Adjusted *p*-Value ^3^	Z-Score	Combined Score
Upregulated Genes ^1^					
1	MYC_ENCODE	1.7 × 10^–13^	1.7 × 10^–11^	−1.62	47.63
2	MAX_ENCODE	3.9 × 10^–9^	2.0 × 10^–7^	−1.60	31.06
3	MYC_CHEA	5.9 × 10^–8^	2.0 × 10^–6^	−1.66	27.66
4	ZBTB7A_ENCODE	2.2 × 10^–6^	5.8 × 10^–5^	−1.55	20.16
5	KAT2A_ENCODE	5.2 × 10^–5^	1.1 × 10^–3^	−1.67	16.46
**Downregulated Genes ^2^**					
1	SOX2_CHEA	3.0 × 10^–7^	3.1 × 10^–5^	−1.75	26.37
2	NFE2L2_CHEA	2.6 × 10^–6^	1.2 × 10^–4^	−1.60	20.82
3	UBTF_ENCODE	3.8 × 10^–5^	1.3 × 10^–3^	−1.60	16.29
4	ESR1_CHEA	7.1 × 10^–5^	1.7 × 10^–3^	−1.67	15.99
5	FOSL2_ENCODE	8.4 × 10^–5^	1.7 × 10^–3^	−1.63	15.33
6	TRIM28_CHEA	2.3 × 10^–4^	4.0 × 10^–3^	−1.56	13.04

^1^ Genes upregulated in sorafenib-resistant Huh7 cells compared to parental huh7 cells. ^2^ Genes downregulated in sorafenib-resistant cells compared to parental Huh7 cells. ^3^ Adjusted *p*-value by the Benjamini–Hochberg method.

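For NFE2L2 (NRF2), the second transcription factor listed for the downregulated genes, antioxidant and detoxification targets were measured on the same arrays. Of 26 NRF2 targets, 10 were higher and 5 lower on the arrays labelled sorafenib-resistant (10 and 5 when adjusted over the list alone), which did not pass as a list (one-sided Fisher's exact test, adjusted p = 0.101). At the study threshold, which the paper's genes had met, the list did pass Fisher's exact test (7 higher, adjusted p = 0.0116). The transporter ABCC3, which exports conjugated compounds (log2 fold change 1.80, standard error 0.082, limma adjusted p = 3.51e-09), and PTGR1 (log2 fold change 0.98) rose together with the aldo-keto reductases, and the glutathione synthesis subunits GCLC (0.62) and GCLM (0.53) rose too. SRXN1 (-0.83), another target, fell; GCLC, GCLM and SRXN1 were named after their values were seen.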

## Data Availability

Gene expression data from human cell lines generated in this study are publicly available through the Gene Expression Omnibus (GEO) data repository. The data can be found at https://www.ncbi.nlm.nih.gov/geo/ accession number GSE189711.

## Supplementary Materials

The following are available online: https://www.mdpi.com/article/10.3390/cancers13236029/s1. Supplementary Materials and Methods; Supplementary File S1: original images; Supplementary Figure S1: Response of human HCC cell lines to sorafenib; Supplementary Figure S2: Growth properties of parental and sorafenib resistant cells; Supplementary Figure S3: MRP expression in HCC patients; Supplementary Figure S4: Mitochondrial ribosomal proteins and clinical outcome in HCC; Supplementary Figure S5: Glycolytic metabolism in parental and sorafenib resistant Huh7 cells; Supplementary Figure S6: Mitochondrial metabolism in sorafenib-treated Huh7 cells; Supplementary Figure S7: JAK/STAT3 pathway in sorafenib-resistant cells; Supplementary Figure S8: Impact of STAT3 depletion on sorafenib resistance; Supplementary Figure S9: Effects of STAT3 inhibition on sorafenib resistance. Supplementary Table S1: Gene Ontology (GO) enrichment analysis of cellular components; Supplementary Table S2: Putative Myc/Max targets among genes upregulated in sorafenib-resistant cells; Supplementary Table S3: Putative SOX2 targets among genes downregulated in sorafenib-resistant cells. Supplementary Table S4. Gene set enrichment analysis of drug perturbations in sorafenib-resistant cells. Supplementary dataset S1: Upregulated genes in sorafenib-resistant Huh7 cells. Supplementary dataset S2: Downregulated genes in sorafenib-resistant Huh7 cells.

How the deposited data were processed for this re-analysis (not part of the article)

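Total RNA of parental Huh7 cells and of sorafenib-resistant Huh7 cells was measured on Illumina HumanHT-12 v4 beadchips, with 3 arrays in each of 2 groups. The authors extracted the probe intensity values with GenomeStudio, whose version is not given, and deposited them on a linear scale and not normalized. The authors also deposited log2 values, quantile normalized in Partek Genomics Suite, whose 6 columns share 1 distribution with a median of 7.01; that distribution lies up to 0.16 from the mean of these 6 arrays on the log2 scale. The files hold no detection p, control probes, bead numbers or chip positions.

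Each array held 47231 probes, of which 30113 name 1 gene, 8 name several and 17110 none. The gene symbols of the probe table were checked against current RefSeq symbols through their gene identifiers, and 0 needed an update. The intensity values were quantile normalized over the 6 arrays and taken to log2, without background subtraction. As a substitute for the missing detection p, background was read from the mode of the normalized values (6.96) and its standard deviation (0.11), and a probe was kept where it lay above the mode plus 1.645 standard deviations (7.13) on at least 3 of the arrays, blind to the groups. This left 22451 probes, 16472 of them with 1 gene symbol. The brightest kept probe stood for each of 12372 genes. Probes without a gene symbol were left out of gene results. A fold against a group below background on all its arrays was computed against the background limit and is given as a lower bound.

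The groups were compared with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes moderation, 4 residual degrees of freedom before moderation, two-sided), with Benjamini-Hochberg adjustment over all genes tested and calls at 0.05. A positive log2 fold change means higher on the arrays labelled sorafenib-resistant. The methods' 2-group comparison was run per probe with an unadjusted p of at most 0.05 and a fold change of at least 1.4, the smallest in the study lists. On simulated data with the spread of these arrays, limma recovered 72 of 100 genes changed 1.4-fold and 97 of 100 changed 2-fold and called 6 of 12172 unchanged genes. The methods' comparison after the same adjustment recovered 25 and 72 and called 5. The simulation changed only 200 genes, while 5005 were called in the data. Adjustment is stricter with fewer changed genes, so these rates do not carry over directly.

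The 32 gene lists cover the mitochondrial ribosome, mitochondrial translation factors and tRNA synthetases, protein import, the CHCH domain family, respiratory complexes, mitochondrial biogenesis and dynamics, nucleolar ribosome biogenesis, cytosolic ribosomal proteins, MYC targets, the MYC family, platelet degranulation, phase II and phase I enzymes, NRF2 targets, folding in the endoplasmic reticulum, the ATF4 amino acid response, ERK targets, receptor tyrosine kinases with RAF and MAPK components, STAT3 targets, IL6/JAK/STAT3 signalling, glycolysis, fatty acid oxidation, cholesterol and fatty acid synthesis, hepatocyte identity, mesenchymal, epithelial and progenitor markers, cell cycle, drug transporters, replication-dependent histones, stromal and immune cells and reference genes. Each was tested among the higher and among the lower genes with a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over 64 tests; 7 lists passed among the higher and 7 among the lower genes, and with an estimated correlation in camera none of the 14 did. Beside it stand limma's camera with a correlation of 0.01 and with an estimated correlation, and limma's fry. The position of the list median among 2000 random lists matched on mean signal in 20 bins is given too. By fry the same 14 lists passed in the same direction, with adjusted p from 1.36e-05 for mesenchymal genes to 0.00254 for IL6/JAK/STAT3. Fry asks whether the genes of a list changed, not whether they changed more than other genes. It also passed lists that Fisher's exact test did not, such as protein import (fry, adjusted p = 6.20e-04). Genes share lists, so list results are not independent of each other.

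Genes named in the text are the 12 largest rises and 12 largest falls among called genes whose arrays do not overlap between the groups, the genes the paper names as measured in these cells, members of the mitochondrial ribosome in Supplementary datasets S1 or S2, up to 4 called members of each list with the largest change, and members of the receptor, MYC family and CHCH lists. Values in those 2 datasets had been seen when this rule was written. SOCS1, CCND1, GCLC, GCLM and SRXN1, and the marker genes of other cells, fall outside it and were chosen after their values were seen. Several lists cover groups that the paper had found enriched on these same samples. Among them are mitochondrial translation, nucleolar rRNA processing, platelet degranulation, phase II conjugation and MYC targets, so their passing is no independent evidence. The paper had also named CHCH genes as raised and reported an overlap with genes repressed by vemurafenib. The CHCH and ERK lists are therefore no independent evidence either. Values in Supplementary datasets S1 and S2 had been seen when the plan was written, so no list test can be taken as blind to which genes changed. The lists, the tests of the groups and the alternatives were fixed before the deposited arrays were examined. They assumed a detection p, so the background limit that replaces it, its stricter form (2.33 standard deviations on all 6 arrays) and normexp without a detection p were chosen after the files were seen to lack it, and a filter at 3 background standard deviations was added then. The other alternatives were the replicate number as a block, normexp background correction with an offset of 16, median scaling, no normalization, no filter on dim probes, a filter on all 6 arrays, the deposited log2 values, the methods' comparison in place of limma, eBayes with trend and robust, the mean of a gene's kept probes, a minimum fold change, other set tests and leaving out each array.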

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

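The paper does not report on mesenchymal, epithelial or histone genes as groups, and all 3 lists moved on the arrays labelled sorafenib-resistant against those labelled parental. The tests for fibroblasts and for blood cells were put in their final form after the result was seen: a first version counted any of 10 markers, among them LYZ, which was already high on the arrays labelled parental (11.05, against 11.95 on the others, log2 fold change 0.90), and by LYZ alone that version came out for other cells.

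Of the mesenchymal genes, 19 of 29 were higher, 2 lower and 8 neither (20 higher and 2 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 3.30e-06; adjusted p = 0.0623 with an estimated correlation in camera), with a median log2 fold change of 0.47. TGFBI, a matrix protein, had a log2 fold change of 2.22 (limma adjusted p = 3.65e-10), beside VCAN, VIM and S100A4. With median scaling 20 were higher and without normalization 23, and the list passed both times. Fibroblasts among the cells would bring abundant collagen and proteoglycan transcripts, but on no probe did COL1A1, COL1A2, COL3A1, DCN or LUM rise by more than 0.28 on the log2 scale, where VIM rose by 3.05, and by their brightest probes they averaged at most 7.22 on the arrays labelled sorafenib-resistant, near the background limit of 7.13. PTPRC, HBB and HBA1 rose by at most 0.15 on any probe, which argues against blood cells; a probe that reads its transcript poorly would rise less, so this rests on several genes together. A change of state of the cells may remain as a hypothesis; it was found on these data, and clonal differences between the cultures stay open and untested.

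Of the epithelial genes, 12 of 19 were higher, 1 lower and 6 neither (12 higher and 2 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 4.39e-04; adjusted p = 0.118 with an estimated correlation in camera). DSP, a desmosome protein (log2 fold change 0.90), CLDN7 (0.75) and ELF3 (0.61) rose and CRB3 fell (-0.61, with no call at -0.26 without normalization). The call of the list is less steady: 8 to 9 genes were higher when each array was left out, and it ended without parental replicate 1, without resistant replicate 2 and without parental replicate 3. Without normalization 13 were higher and the list did not pass. Nor did it pass with normexp (8 higher), in the methods' comparison (5 higher), at a fold change of at least 1.4 (3 higher) or at the study threshold (3 higher).

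Of the replication-dependent histones, 12 of 14 were higher, 1 lower and 1 neither (12 higher and 1 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 4.45e-06; adjusted p = 0.109 with an estimated correlation in camera), with H1-2 (log2 fold change 1.57), H2BC5 (1.06), H2BC11 (1.02) and H2AC6 (1.01) highest. With median scaling 12 were higher and without normalization 13. Histone genes are near-identical to each other, so their probes are not independent. No technical or biological explanation was tested.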

How the results depend on the processing

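The filter at 3 background standard deviations was chosen after seeing the data. A chip block was not run, since no chip positions are given, and normexp and the stricter filter ran without the detection p they were planned with.

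Counts of genes. Against 2552 higher and 2453 lower, median scaling gave 3310 and 680, no normalization 5937 and 363, the methods' comparison 1763 and 1545, and a fold change of at least 1.4 858 and 708. At the study threshold, against 911 and 763 gene symbols, normexp gave 1608 and 1402, median scaling 1885 and 272, and no normalization 3227 and 132. Leaving out each array in turn gave 1946 to 2438 genes higher and 1872 to 2425 lower. With the replicate number as a block (replicate block), 2767 were higher and 2720 lower. Arrays of the same number deviated from their group means with correlations of 0.0096, 0.20 and 0.23. Those of different numbers did so with -0.31 to 0.15. The highest values, 0.23 and 0.20, belong to the same number, but 0.0096 does not stand apart. Whether the numbers pair the arrays stays open.

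Gene lists. The estimated correlation in camera ended all 14 list calls by Fisher's exact test: adjusted p = 0.0711 for the mitochondrial ribosome, respiratory complexes, nucleolar factors, MYC targets and ERK targets, 0.102 for the CHCH family and biogenesis and dynamics, 0.118 for platelet degranulation and epithelial genes, 0.133 for phase II, 0.0756 for STAT3 targets, 0.289 for IL6/JAK/STAT3, 0.0623 for mesenchymal genes and 0.109 for histones. Median scaling ended 3 calls: 10 mitochondrial ribosomal, 3 CHCH and 3 respiratory genes were lower. No normalization ended 7: 7 mitochondrial ribosomal, 1 CHCH and 2 respiratory genes were lower, and 27 phase II genes, 21 STAT3 targets, 32 IL6/JAK/STAT3 and 13 epithelial genes higher. Normexp left 8 epithelial genes higher, the filter on all 6 arrays 13 phase II genes, and the methods' comparison 16 respiratory genes lower and 5 epithelial genes higher. A fold change of at least 1.4 and the study threshold each left 3 CHCH and 5 respiratory genes lower and 3 epithelial genes higher. Leaving out each array left 8 to 9 epithelial genes higher, and the call ended without parental replicate 1, without resistant replicate 2 and without parental replicate 3. The other settings kept all 14 list calls, camera with a correlation of 0.01 among them. The estimated correlation was below 0.01 for some lists, as for mesenchymal (-0.0089) and CHCH genes (-0.056). For others it was higher, as for histones (0.17). A correlation above 0.01 thus cannot account for every lost call. For mesenchymal genes the unadjusted camera p still went from 1.75e-10 at a correlation of 0.01 to 0.00195 with the estimated one. With an estimated correlation camera also takes its p from the 4 residual degrees of freedom, which raises p at any correlation. By fry all 14 lists passed in the same direction, but fry does not set a list against other genes.

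Study lists. Of the 982 probes of Supplementary dataset S1, 509 were called lower without normalization, and 974 to 982 when each array was left out.

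Named genes. Without normalization, where the median of all genes was 0.26, 11 of the 195 named genes changed sign with a call lost or gained: CMC2 (0.069), COA4 (0.087), MAPK3 (0.32), MGA (0.33), MLX (0.014), MTFMT (0.12), MXD3 (0.35), MYCN (0.13), NDUFA13 (0.055), NDUFB7 (0.054) and YY1 (0.28); with the sign kept, 32 lost their call and 8 gained one. Median scaling ended 26 calls and the methods' comparison 18.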

Differences from the paper's values

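AKR1C2 is the value that differs by more than the spread of the arrays. The paper's Supplementary dataset S2 gives a fold change of -29.2; on that scale, with the sign turned, it was -28.5 here, and 28.5 by the deposited labels. Of the alternatives set before the deposited arrays were examined, the deposited log2 values (-29.3), median scaling (-30.6) and the fits without resistant replicate 1 (-29.3), 2 (-28.7) and 3 (-28.8) fall within the spread of the paper's value. Normexp, no normalization and the fits without each parental replicate do not. The replicate block, both other filters, the methods' comparison and eBayes with trend and robust leave the means of this probe unchanged. So does the filter at 3 background standard deviations, chosen after seeing the data. For the mean of kept probes the same single probe was read. All of these give the same -28.5 and are no separate checks. On the deposited log2 values each probe of Supplementary datasets S1 and S2, AKR1C2 among them, lay within 7.01e-05 of the paper's log2 fold change with the sign turned.

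The directions the paper gives for the probes of its datasets and for the genes named here run opposite to the deposited labels. Of the mitochondrial ribosomal genes the paper lists as raised in resistant cells, 15 were tested, and by the labels 14 were lower; MRPS6, which it lists as lowered, had a log2 fold change of 0.58. It lists CHCHD10, CHCHD4, CHCHD5 and MAPK12 as raised; by the labels their log2 fold changes were -1.59, -0.58, -0.54 and -0.91. It states that STAT3 mRNA was lowered; by the labels its log2 fold change was 0.80. With the sign turned, these genes go the paper's way, and the fold change of CHCHD10 is 3.01 beside the paper's 2.96. No setting called any probe of the 2 datasets in the paper's direction by the labels.

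The paper states minimal overlap of the changed genes with those regulated by STAT3 and the IL6/JAK/STAT3 pathway. The lists used here are not the paper's, and the genes were called at any fold change, so the 2 results are not a like-for-like comparison. Here 19 of 32 STAT3 targets and 22 of 51 pathway genes were higher, and both lists passed Fisher's exact test, as they did with 15 and 13 higher at the study threshold; with an estimated correlation in camera (adjusted p = 0.0756 and 0.289) and without normalization they did not.

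The paper reports mitochondrial protein import, ribosomes, endoplasmic reticulum functions, biological oxidations and NFE2L2 targets among its enriched groups, and here 5 lists of such genes did not pass Fisher's exact test. Import genes (12 of 35 lower, adjusted p = 0.103) passed without a filter on dim probes (12 lower), without parental replicate 1 (12 lower), without parental replicate 2 (14 lower), without parental replicate 3 (13 lower) and with camera at a correlation of 0.01 (adjusted p = 0.00569). Cytosolic ribosomal proteins (20 of 69 lower, adjusted p = 0.133) passed without a filter on dim probes (18 lower), with the mean of kept probes (23 lower) and with camera at a correlation of 0.01 (adjusted p = 0.0341). Endoplasmic reticulum genes (17 of 52 higher, adjusted p = 0.101) passed without normalization (36 higher) and without a filter on dim probes (17 higher). Phase I enzymes (13 of 34 higher, adjusted p = 0.0557) passed with the replicate block (14 higher), with normexp (14 higher), without a filter on dim probes (13 higher), in the methods' comparison (11 higher), with trend and robust (14 higher), with the mean of kept probes (14 higher), without parental replicate 1 (13 higher), without resistant replicate 1 (11 higher), without parental replicate 2 (13 higher), at a fold change of at least 1.4 (7 higher), at the study threshold (7 higher) and with camera at a correlation of 0.01 (adjusted p = 0.0139). NRF2 targets (10 of 26 higher, adjusted p = 0.101) passed without a filter on dim probes (10 higher), at a fold change of at least 1.4 (7 higher), at the study threshold (7 higher) and with camera at a correlation of 0.01 (adjusted p = 0.0341). By these labels the first 2 lean lower and the other 3 higher, against the paper's direction. Phase II enzymes and platelet degranulation, 2 of the paper's pathways, did pass here by Fisher's exact test, with the direction turned; with an estimated correlation in camera they did not (adjusted p = 0.133 and 0.118), and phase II also failed with the stricter filter (adjusted p = 0.0545) and without normalization (adjusted p = 0.0638).

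MRPL11, listed by the paper as changed, did not pass with its brightest probe; it did with the mean of its kept probes (-0.30) and without parental replicate 2 (-0.22).

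The p-values of the paper's datasets are smaller than those of the methods' comparison here: the smallest are 2.278e-11 and 1.029e-12 in the paper's datasets S1 and S2, against 3.179e-07 and 6.008e-09 here, and 22 of the 982 probes of dataset S1 had a p above the paper's threshold of 0.05, both on the deposited log2 values. The largest p is the paper's 0.0483 in dataset S1 and the paper's 0.00498 in dataset S2.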

Other observations

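Tests for exchanged arrays, for exchanged group labels and for the position relative to other genes were chosen after the result was seen; the tests of signal strength, of the direction under other scalings and of other splits were not.

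The study lists run opposite to the labels at all 2016 probes. An exchange of 1 array of each group is argued against: the lowest correlation within a group was 0.993 and the highest between groups 0.981. An exchange of all labels, or a turned contrast in the lists, cannot be told apart from the arrays alone, since either turns every sign. The ERK targets, which a RAF inhibitor lowers, had a median log2 fold change of -0.44 on the arrays labelled sorafenib-resistant, which goes with the labels as deposited but excludes nothing, as resistant cells may restore ERK signalling. The paper's overlap of upregulated genes with those repressed by vemurafenib rests on the same arrays, so the ERK list is no independent evidence. The mRNA of proteins the paper measured by western blot runs both ways. STAT3, whose protein the paper found raised, was higher by the labels (log2 fold change 0.80, limma adjusted p = 6.67e-05, and 0.54 and 0.54 at its other probes), and PKM, whose product it found slightly reduced or unchanged, was lower (-0.59, limma adjusted p = 0.00424), which goes with the labels; NDUFA13, which encodes GRIM19, found raised, was lower (-0.31, limma adjusted p = 0.0123), which goes against them. The call of PKM ended with median scaling (-0.33), without normalization (-0.18) and in the methods' comparison, and that of NDUFA13 with median scaling (-0.093), without normalization (0.055), in the methods' comparison and without resistant replicate 1 (-0.24). NDUFAF1 (-0.10, limma adjusted p = 0.353), SDHA (-0.14, limma adjusted p = 0.162), COX5B (0.16, limma adjusted p = 0.125) and UQCRQ (-0.080, limma adjusted p = 0.405) did not pass. The brightest probes of GAPDH (-0.073, limma adjusted p = 0.522) and LDHA (-0.11, limma adjusted p = 0.225) did not pass either, but by limma 2 other probes of GAPDH were lower (-0.25, adjusted p = 0.0451, and -0.24, adjusted p = 0.0355), as was the mean of its kept probes (-0.19, adjusted p = 0.0394), and LDHA passed in the methods' comparison, run in place of limma (adjusted p = 0.0395). Of the paper's other measures, the slightly slower growth of the resistant cells goes with the lower MYC targets and nucleolar genes by the labels, and their raised oxygen consumption, membrane potential and mitochondrial mass go against the lower mitochondrial genes. Neither protein nor these measures need follow mRNA, so they leave the question open.

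By limma 41 of 80 mitochondrial ribosomal and 40 of 79 nucleolar genes were lower; both lists passed Fisher's exact test, and neither did with an estimated correlation in camera (adjusted p = 0.0711 each). A trend with signal strength is argued against, since the median of the mitochondrial ribosome lay at percentile 0 of 2000 random lists matched on signal. Whether the genes fell outright cannot be told apart from a shift of all signals. Without normalization, where the median of all genes was 0.26, 25 mitochondrial ribosomal genes were called higher and 7 lower, and with median scaling, where it was 0.11, 8 and 10. By Fisher's exact test among the lower genes the list did not pass either time once adjusted over all lists (adjusted p = 0.0637 and 0.0589; unadjusted p = 0.00896 and 0.0120). Fewer lower than higher members had been set as a sign of normalization and an unadjusted p under 0.05 as a sign against it, and without normalization both came out; the p sets the members against other genes and says nothing on an outright fall. The position relative to other genes held, with a smaller offset. Under median scaling the list median again lay at percentile 0 of the matched lists. Its offset from the median of all genes was -0.092 there, against -0.21 after quantile normalization. Without normalization the percentile was also 0, but this differs from median scaling only by a constant per array and is not a second test. Raw signals were higher on the arrays labelled sorafenib-resistant, and whether that is RNA content, labelling or hybridisation was not tested, so a fall of these genes may be relative only, and no biological cause was shown.

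By limma 5005 genes were called between the groups, and the highest of the other splits of the 6 arrays into 3 and 3 called 0. Among 10 splits, 1 gave as many, the real one, and with 10 splits the share cannot fall below 0.1.

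Lists the paper does not turn on did not pass Fisher's exact test: glycolysis 3 higher and 7 lower of 20 (adjusted p = 0.232), fatty acid oxidation 4 higher and 5 lower of 27 (adjusted p = 1.00), cholesterol and fatty acid synthesis 9 higher and 6 lower of 29 (adjusted p = 0.278), hepatocyte identity 7 higher and 9 lower of 31 (adjusted p = 0.309), cell cycle 5 higher and 13 lower of 46 (adjusted p = 0.277), drug transporters 6 higher and 5 lower of 14 (adjusted p = 0.146), the ATF4 amino acid response 5 higher and 11 lower of 31 (adjusted p = 0.103), stromal and immune cells 2 higher and 1 lower of 9 (adjusted p = 1.00) and reference genes 7 higher and 3 lower of 21 (adjusted p = 0.278). Some single genes moved far, such as the acyl-CoA synthetase ACSL5 (1.15), the urea cycle enzyme CPS1 (1.87) and PYCR1 (-1.30). By Fisher's exact test some of these lists passed in other settings. Hepatocyte identity passed among the lower genes with median scaling (6 lower, adjusted p = 0.0325), and the ATF4 response among the lower genes with the replicate block (13 lower, adjusted p = 0.0426), without a filter on dim probes (9 lower, adjusted p = 0.0279), with the mean of kept probes (12 lower, adjusted p = 0.0496) and without parental replicate 2 (12 lower, adjusted p = 0.0464). Cell cycle genes passed among the lower genes without a filter on dim probes (13 lower, adjusted p = 0.00850), and among the higher genes cholesterol and fatty acid synthesis passed without a filter on dim probes (9 higher, adjusted p = 0.0288), drug transporters without a filter on dim probes (6 higher, adjusted p = 0.0279) and reference genes without a filter on dim probes (7 higher, adjusted p = 0.0288).

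The transcription factors E2F1 (-0.067, limma adjusted p = 0.717) and YY1 (-0.12, limma adjusted p = 0.264), to which the paper ties its raised genes, did not pass the test themselves; without normalization YY1 was at 0.28, near the median of all genes, 0.26.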
